# Differential Transcript Profiles in Cumulus-Oocyte Complexes Originating from Pre-Ovulatory Follicles of Varied Physiological Maturity in Beef Cows

**DOI:** 10.3390/genes12060893

**Published:** 2021-06-10

**Authors:** Sarah E. Moorey, Jenna M. Monnig, Michael F. Smith, M. Sofia Ortega, Jonathan A. Green, Ky G. Pohler, G. Alan Bridges, Susanta K. Behura, Thomas W. Geary

**Keywords:** Cumulus-Oocyte complex, pre-ovulatory follicle, transcriptome, beef cow, induced ovulation

## Abstract

Small dominant follicle diameter at induced ovulation, but not at spontaneous ovulation, decreased pregnancy rate, fertilization rate, and day seven embryo quality in beef cows. We hypothesized that the physiological status of the follicle at GnRH-induced ovulation has a direct effect on the transcriptome of the Cumulus-Oocyte complex, thereby affecting oocyte competence and subsequent embryo development. The objective of this study was to determine if the transcriptome of oocytes and associated cumulus cells (CC) differed among small (≤11.7 mm) and large follicles (≥12.7 mm) exposed to a GnRH-induced gonadotropin surge and follicles (11.7–14.0 mm) exposed to an endogenous gonadotropin surge (spontaneous follicles). RNA sequencing data, from pools of four oocytes or their corresponding CC, revealed 69, 94, and 83 differentially expressed gene transcripts (DEG) among oocyte pools from small versus large, small versus spontaneous, and large versus spontaneous follicle classifications, respectively. An additional 128, 98, and 80 DEG were identified among small versus large, small versus spontaneous, and large versus spontaneous follicle CC pools, respectively. The biological pathway “oxidative phosphorylation” was significantly enriched with DEG from small versus spontaneous follicle oocyte pools (FDR < 0.01); whereas the glycolytic pathway was significantly enriched with DEG from CC pools obtained from large versus small follicles (FDR < 0.01). These findings collectively suggest that altered carbohydrate metabolism within the Cumulus-Oocyte complex likely contributes to the decreased competency of oocytes from small pre-ovulatory follicles exposed to an exogenous GnRH-induced gonadotropin surge.

## 1. Introduction

Acquisition of oocyte competence is essential for fertilization, embryo cleavage, and subsequent embryonic/fetal development [1]. Oocytes of high developmental competence have undergone meiotic, cytoplasmic, and molecular maturation to allow for resumption of meiosis, fertilization, appropriate cytoplasmic organelle function, and accumulation of maternal messenger ribonucleic acid (mRNA) transcripts for early embryonic development [2,3,4]. Although bovine oocytes enclosed in follicles ≥3 mm in diameter have the ability to resume meiosis (i.e., nuclear maturation; [5]) acquisition of oocyte competence continues until germinal vesicle breakdown is initiated by the pre-ovulatory gonadotropin surge [6]. During the final stages of oocyte maturation (oocyte capacitation; [7]), organelles are redistributed to achieve optimal developmental capacity. More specifically, oocyte mitochondrial number and distribution are modified to enhance adenosine triphosphate (ATP) production via oxidative phosphorylation [8].

During folliculogenesis, cumulus cells (CC) transfer critical metabolic substrates, such as pyruvate, to the oocyte for ATP production [9,10]. Furthermore, the surrounding CC contribute to the oocyte transcriptome through the transfer of mRNA to the oocyte through trans-zonal processes that span the zona pellucida and form direct connections between the cumulus cells and the oolemma [11,12]. Trans-zonal connections remain intact during folliculogenesis until the pre-ovulatory gonadotropin surge, at which time they are disrupted and the transfer of vital substrates ceases [13]. At the secondary follicle stage and continuing throughout growth of the oocyte, transcripts of mRNA are synthesized and stored for utilization by the oocyte and early embryo until activation of the embryonic genome [14,15,16,17].

Although a positive correlation exists between antral follicle size and oocyte developmental competence in small to medium-sized antral follicles in cattle, far less is known about the association between the physiological maturity of an ovulatory follicle and acquisition of oocyte competence. Female cattle recruit two to three waves of multiple antral follicles for growth during the estrous cycle, and one follicle becomes dominant during each follicular wave [6]. While progesterone levels are high, the dominant follicle cannot continue growth and will regress to allow the onset of a new follicular wave. The dominant follicle from the second or third follicular wave continues growth during the reduced progesterone levels that follow luteolysis. This follicle ovulates following the pre-ovulatory gonadotropin surge, and its physiological status near the time of ovulation may affect establishment and maintenance of pregnancy by affecting oocyte competence and the maternal environment [18,19]. In postpartum beef cows, gonadotropin releasing hormone (GnRH) injection to induce ovulation of small dominant follicles (<11.3 mm) resulted in reduced pregnancy rates and an increased incidence of late embryonic mortality [20]. There is compelling evidence that the lowered pregnancy rate following GnRH-induced ovulation of small dominant follicles results from a compromised maternal environment, due to lower circulating concentrations of pre-ovulatory estradiol and post-ovulatory progesterone [18,19,21].

Furthermore, acquisition of oocyte developmental competence may not be complete when small dominant follicles are induced to ovulate, since fertilization rate and embryo quality were decreased on day seven following artificial insemination and GnRH-induced ovulation of small compared to large dominant bovine follicles [18]. An exogenous GnRH-induced gonadotropin surge, in a cow with a physiologically immature follicle, may induce a premature stop to oocyte transcription and (or) transfer of mRNA and energy substrates from the cumulus cells to the oocyte and thereby reduce the competence of an oocyte for fertilization and further embryonic development. We hypothesized that differentially expressed gene transcripts (DEG) of oocytes or CC among small and large or spontaneous follicles would reveal potential physiological processes that may be compromised when small follicles undergo GnRH-induced ovulation. Although previous studies have identified granulosa and CC markers of oocyte competence [22,23,24,25,26,27,28,29], we further hypothesized that investigating the effect of the physiological status of a pre-ovulatory follicle size on the oocyte and cumulus cell transcriptomes would reveal additional transcripts and biological pathways, associated with the final stages of folliculogenesis, that may be important for acquisition of oocyte maturity. To test these hypotheses, RNA sequencing analysis was performed to determine if the transcriptome of oocytes and associated CC differed following an exogenous GnRH-induced gonadotropin surge in cows having small (≤11.7 mm; no estrus expression) or large (≥12.7 mm; no estrus expression) follicles as well as follicles that result in estrus expression and an endogenous gonadotropin surge (spontaneous follicles; 11.7–14.0 mm; estrus expressed; no GnRH).

## 2. Materials and Methods

All protocols and procedures were approved by the Fort Keogh Livestock and Range Research Laboratory Animal Care and Use Committee (IACUC approval number 022014-2).

### 2.1. Animal Procedures and Synchronization of Ovulation

A timeline for synchronization of ovulation, blood collection, ovarian mapping of follicles and corpora lutea, and transvaginal aspiration is depicted in Figure 1a. Estrous cycles of suckled postpartum beef cows (Hereford-Angus crossbred; *n* = 250), ages 4–13 years (mean = 6), were pre-synchronized using a protocol that consisted of administration of GnRH (i.m.; 100 µg; Factrel^®^; Zoetis Animal Health, Kalamazoo, MI, USA) and insertion of a CIDR (intravaginal insert; 1.38 g progesterone; Eazi-Breed CIDR^®^; Zoetis Animal Health, Kalamazoo, MI, USA). Five days after CIDR insertion and GnRH injection, the CIDR was removed and all animals received two injections of prostaglandin F2α (PGF; i.m.; 25 mg; Lutalyse^®^, Zoetis Animal Health, Kalamazoo, MI, USA). Synchronization was applied to cows in five replicates to facilitate transvaginal aspiration, with 50 cows per replicate. Ten to fourteen days after pre-synchronization, cows received an injection of GnRH (GnRH1; i.m.; 100 µg; Factrel^®^) on day −9 to initiate a new follicular wave (Figure 1a). On day −2, cows received an injection of PGF (i.m.; 25 mg; Lutalyse^®^) to lyse any corpora lutea, and on day 0, a second injection of GnRH (GnRH2; i.m.; 100 µg; Factrel^®^) was administered to induce a pre-ovulatory gonadotropin surge in cows that had not expressed estrus.

On day −9, cows received an estrous detection patch (Estrotect^®^; Rockway Inc.; Spring Valley, WI, USA) that was monitored daily from day −9 to −2 and replaced if scratched. Visual assessment of estrous expression combined with evaluation of estrous detection patches was performed three times daily beginning on day −2 and continued until follicle aspiration on day 1. Estrus was determined when cows stood to be mounted or had a fully activated patch. Ovaries of all cows were examined by an experienced technician using trans-rectal ultrasonography (Aloka 3500 with 7.5 MHz probe) on days −9, −2, 0, and 1. Any corpora lutea (CL) present and all follicles greater than 7 mm were recorded. Follicle size was defined as the average of the greatest diameter and the diameter perpendicular to it. Body weights and body condition score (BCS; scale of 1–9 in which 1 = emaciated and 9 = obese; [30]) were collected.

### 2.2. Follicle Classification

Animals were assigned to the following follicle classifications based on largest follicle size on day 0, estrous expression, and GnRH2 treatment: (1) Small (≤11.7 mm follicle, no estrous expression, and received GnRH2 injection), (2) Large (≥12.7 mm follicle, no estrous expression, and received GnRH2), and (3) Spontaneous (11.7–14 mm follicle, estrus expressed, and no GnRH2 injection; Figure 1b). The rationale for the establishment of the preceding groups was based on our previous studies in which postpartum beef cows that ovulated follicles <11.3 mm had a lower pregnancy rate following GnRH-induced ovulation and were less likely to support pregnancy to day 60 compared to cows that ovulated larger follicles in response to GnRH. In postpartum beef cows that spontaneously expressed estrus and ovulated, there was no effect of ovulatory follicle size on the establishment or maintenance of pregnancy [20]. Therefore, a range of dominant follicle sizes were included in the spontaneous follicle group. Cows that exhibited estrus and spontaneously ovulated experienced higher pregnancy rates following insemination than animals that did not express estrus and undergo GnRH-induced ovulation [20,31]. Therefore, the transcriptomes collected from the spontaneous follicle group should have represented transcriptomes of oocytes and corresponding cumulus cells from physiologically optimal follicles.

### 2.3. Transvaginal Aspiration for Collection of Cumulus Oocyte Complexes (COCs)

On day 1, approximately 23 h after GnRH2 injection or detection of estrus (mean = 23 h; range = 17–31 h), transvaginal aspiration of the largest follicle on either ovary was performed by 1 of 2 experienced technicians to collect the Cumulus-Oocyte complex (Figure 1a). All cows received a spinal block via injection of approximately 5 mL of 2% lidocaine into the spinal cord at the first intercoccygeal space of the tailhead. Next, the perineal area of each cow was cleaned of all contaminants. An ultrasound guided aspiration device containing an 18-gauge needle and a series of tubing to allow for ovum pickup and follicular flushing was positioned in the anterior vagina. The needle was gently pushed through the vaginal wall before being guided through the ovarian cortex and into the antrum of the dominant follicle. Follicular fluid was withdrawn into a clean 12 mL syringe. The syringe was replaced, and PBS-TL HEPES media was flushed into the collapsed follicle before being withdrawn into the second syringe. The follicle was flushed 3–4 times with all flushed media being collected. The needle was then withdrawn into the probe and removed from the cow. The tubing was flushed and the probe washed with a dilute chlorohexidine solution, sprayed with 70% ethanol, and rinsed with PBS-TL HEPES between each cow.

### 2.4. COC Recovery and Processing

Syringes containing follicular fluid and subsequent follicular flushes were divided into 4-well Petri plates and searched to find the COC. Once the COC was located, it was collected with 500 µL of surrounding follicular fluid or media and placed into a 2 mL RNAse free Eppendorf tube to be vortexed for 40 s. The COC and associated media were removed and placed into a smaller search plate filled with PVA-TL HEPES. The oocyte was separated from the surrounding cumulus cells by cutting away outlying cumulus cells with a clean pair of needles and repeatedly pipetting the COC up and down with a Cooke pipettor (170 micron tip) to denude the oocyte from most surrounding cumulus cells. The oocyte was subsequently placed into a small plate with PVA-TL HEPES containing 1000 units of hyaluronidase per ml. The oocyte was further pipetted to completely denude it of all surrounding cumulus cells. Fully denuded oocytes were placed into 1.5 mL RNAse free collection tubes containing 9 µL of lysis buffer (RNAqueous^®^ MicroKit; Ambion^®^; Foster City, CA, USA). Cumulus cells were collected into a 1.5 mL RNAse free collection tube and centrifuged for 3 min at 1500× *g* to pellet CC. The supernatant was removed and 90 µL of lysis buffer was added to the CC pellet. Both sample types were snap frozen in liquid nitrogen and stored at −80 °C until RNA extraction.

### 2.5. Statistical Analysis of Animal Data

Analysis of variance (ANOVA) was utilized to confirm a difference in follicular diameter among follicle classifications and determine any significant differences among follicle classifications in cow age, weight, BCS, days post-partum, interval from PGF to GnRH2, interval from GnRH2 or estrus to follicle aspiration, and interval from follicle aspiration to oocyte or cumulus cell freezing.

### 2.6. RNA Extraction, Library Preparation, and RNA Sequencing

Total RNA was extracted from pools of 4 oocytes or the CC corresponding to the same 4 oocytes (*n* = 17 pools of four oocytes or 17 corresponding CC) using the AllPrep^®^ DNA/RNA Micro Kit (Qiagen, Germantown, MD, USA) with on-column DNAse digestion following the manufacturer’s instructions. Due to low expected RNA quantity, we utilized the full volume of eluted RNA for reverse transcription and therefore did not quantify RNA from each pool before reverse transcription was performed. The mean concentration of RNA estimated in each oocyte or CC pool was 6.72 ng and 22.5 ng, respectively, based on spectrometry of practice samples (oocyte pools *n* = 4; CC *n* = 8) utilizing the NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA). Full RNA eluate per pool of 4 oocytes or corresponding CC samples was used as input material for the reverse transcription and amplification with the Ovation^®^ RNA-Seq System V2 (NuGen Technologies, Inc., San Carlos, CA, USA) following the manufacturer’s instructions. This approach allows for amplification to begin at both the 3’ end and randomly throughout the sample, allowing for reads to be evenly distributed throughout the amplified complementary DNA (cDNA) sample. Therefore, cDNAs from both polyadenylated and non-polyadenylated mRNA transcripts were amplified. Amplified cDNA was purified with the MinElute^®^ Reaction Cleanup Kit (Qiagen, Germantown, MD, USA) and eluted in 22 µL of Buffer EB. We quantified cDNA on a NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA) and determined an average of 4586.6 ng or 7449.0 ng of cDNA in amplified oocyte or CC pools, respectively. Oocyte pool 13 was removed from the workflow at this point due to an abnormally low cDNA concentration (499 ng). A total of 2000 ng of the amplified cDNA from each oocyte or CC pool was diluted with RNAse free water to reach a concentration of 80 ng/µL and underwent library preparation using the TruSeq DNA PCR-Free Library Preparation Kit (Illumina, Inc., San Diego, CA, USA). Sequencing was performed on an Illumina HiSeq 2000 (Illumina, Inc., San Diego, CA, USA) to produce 100 nucleotide long, single end reads. Raw sequences and count data are deposited in the Gene Expression Omnibus database (GSE176344).

### 2.7. RNA Sequencing Data Processing

Sequence adaptors were removed and remaining sequences were filtered for quality using fqtrim [32]. Sequences were retained if they met a median quality score of 25 and had a minimum read length of 30 base pairs. Filtered sequences were aligned to the Bos taurus reference genome UMD3.1 using Hisat2mapper [33]. FeatureCounts was used to quantify transcript abundance in each oocyte or cumulus cell pool using Bos taurus gene annotation from Ensembl [34,35].

### 2.8. Determination of Differentially Abundant Gene Transcripts

All analytical procedures were carried out utilizing R software, and the corresponding code is available as supplementary material file S1 [36]. We calculated counts per million (CPM) and filtered count data generated for oocyte and CC pools to retain only transcripts with at least 5 CPM in at least 4 oocyte pools or 5 CC pools. We then utilized the Bioconductor packages “edgeR” [37] and “DESeq2” [38] to perform differential gene expression analyses between oocyte or CC pools from small compared to large follicles, small compared to spontaneous follicles, and large compared to spontaneous follicles (Figure 1b). For each comparison, we inferred a transcript as differentially expressed if the nominal *p* value was ≤0.01 in both “edgeR” and “DESeq2” analyses. This nominal *p* value corresponded to an empirical false discovery rate (eFDR) *p* value ≤ 0.02 (Figure S1a,b), which was calculated using 10,000 randomizations of sample reshuffling according to procedures and formulas outlined elsewhere [39,40,41,42,43]. Oocyte library 3 generated outlying transcript profiles for a number of differentially expressed transcripts that corresponded to significant pathways or gene ontologies during functional analysis in the small versus spontaneous follicle oocyte analysis (Figure S1c). Therefore, we performed a second analysis of oocyte pool comparisons of small versus spontaneous follicles in which library 3 was removed from the dataset to validate the DEGs and functional analysis results. To maintain consistency, the same procedure was performed for the small versus large oocyte pool analysis. For these comparisons, transcripts were reported as DEGs only if they appeared as DEGs in both the original analysis and the validation analysis that removed oocyte library 3. We focus on transcripts and results of functional analyses of DEGs that remained following validation, but to maintain transparency, we also reported all DEGs, gene ontologies, and pathways identified in the original analysis in the Supplementary Data.

### 2.9. Gene Ontology and Pathway Enrichment Analyses

Differentially abundant transcripts from each comparison were uploaded into the Gene Ontology (GO) knowledgebase where we performed GO enrichment analyses of each DEG list compared against transcripts detected in oocytes or CC during our study as background to identify PANTHER pathways, REACTOME pathways, GO Biological Processes, GO Molecular Functions, or GO Cellular Components enriched with DEGs between each follicle classification in oocytes or CC [44,45,46]. We also uploaded each DEG list to the Database for Annotation, Visualization and Integrated Discovery (DAVID) knowledgebase to detect significantly enriched KEGG pathways, GO biological processes, GO molecular functions, or GO cellular components [47,48]. Enrichment of pathways or GO for DEGs was determined to be significant if the FDR < 0.05.

## 3. Results

### 3.1. Follicle Aspiration and Animal Data

A total of 127 COCs were recovered (51%) from 250 cows following transvaginal follicle aspiration. Of the 127 COCs collected, 87 COCs were allotted into small (*n* = 30), large (*n* = 36), and spontaneous (*n* = 21) follicle classifications. We aimed to generate RNA sequencing data in replicates of six libraries per follicle classification and cell type, and we used oocytes or CC from four COCs to prepare each library; therefore, in small and large follicle classifications, we selected samples with the most uniform parameters listed below to eliminate confounding effects of cow or collection timeline. Follicle diameter (mean ± SEM (range)) at GnRH2 injection differed among the small (10.4 ± 0.1a mm (8.5–11.7 mm)), large (13.6 ± 0.1b mm (12.7–15.3 mm)), and spontaneous follicle classifications (12.2 ± 0.2c mm (11.7–14.0 mm); *p* < 0.0001; Table 1). There was no difference among the oocyte and CC pools in cow age (*p* > 0.69), weight (*p* > 0.54), body condition score (*p* > 0.83), days postpartum (*p* > 0.70), time from PGF to GnRH2 injection (*p* > 0.89), time from GnRH2 injection or estrus to follicle aspiration (*p* > 0.06), and time from follicle aspiration to freezing of the oocyte (*p* > 0.57; Table 1).

### 3.2. Overview of RNA Sequencing Data

We generated transcriptome data from pools of four oocytes and their associated CC that originated from small (*n* = 6 pools for oocytes and CC), large (*n* = 6 pools for oocytes and CC), and spontaneous (*n* = 4 pools for oocytes; 5 pools for CC) follicle classifications (Figure 1b). 

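Each library came from the oocytes, or from the CC, of 4 cumulus-oocyte complexes, and CC are the somatic cells that enclose the oocyte in its follicle. The paper gives about 23 h from GnRH2 injection or estrus to follicle aspiration, whereas the sample labels give about 20 h, and both name the same follicle classification for each pool. RNA was amplified to cDNA and sequenced as single-end reads, which the authors aligned to the bovine genome UMD3.1 with Hisat2 and counted on Ensembl genes with FeatureCounts. The deposited values are counts per 1000000 reads on the genes listed (CPM), in a table of 16 oocyte pools and a table of 17 CC pools that were scaled separately. Reads on genes are meant here and below as reads on those listed genes. In each pool 100% of the values were whole multiples of what 1 read is worth, so the reads on genes could be recovered. Small oocyte pools held 7664375 to 13525662 reads on genes (median 12282353, n = 6), large oocyte pools 10829481 to 14118707 (median 12614744, n = 6) and spontaneous oocyte pools 13182627 to 17934916 (median 14941112, n = 4). CC pools held fewer, with 1911600 to 5772431 in small (median 3276812, n = 6), 2809623 to 5123650 in large (median 4121436, n = 6) and 4535826 to 5510272 in spontaneous pools (median 5126690, n = 5). A transcript without a read in a pool could still have had up to 0.167 to 0.391 CPM in oocyte pools and 0.52 to 1.57 CPM in CC pools, the worth of 3 reads, a limit that covers counting error only because amplified cDNA reads are not independent molecules. No libraries of the same group differed by as little as sampling noise (lowest chi-square per degree of freedom 68.4 in oocytes and 14.9 in CC), so each was counted as a separate replicate.

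For each comparison, log2(CPM + 1) was tested between the 2 follicle classifications with limma, a linear model that shares information on variance among transcripts, in a two-sided test. A log2 fold change is the mean of log2(CPM + 1) in the classification named second minus that in the classification named first, which understates the change of transcripts with low CPM. For single transcripts the difference in mean CPM was also compared by an exact permutation test, two-sided. The paper required a nominal p of 0.01 or less in both edgeR and DESeq2. Here the threshold was the same cutoff applied to limma, beside a Benjamini-Hochberg adjusted p under 0.05. As in the paper, a transcript in the comparisons with small oocyte pools also had to pass without oocyte library 3, which is small replicate 3. CPM are relative to the reads of the whole pool: across all retained CC transcripts the median log2 fold change was itself 0.16 from small to spontaneous and 0.11 from large to spontaneous, against 0.011 and 0.014 after rescaling by median-of-ratios size factors, so changes in CC are read against that shift.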

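Table S1 of the paper lists 18204273 to 30900225 sequenced reads for the oocyte libraries and 20017913 to 36300759 for the CC libraries. The means per library of the paper's table are 19813078 aligned reads in oocytes and 22350384 in CC. The CPM rest on fewer reads, since only those on the listed genes enter them. These were 12917357 per oocyte library, or 65.2% of the aligned reads, and 4220849 per CC library, or 18.9%. Reads on genes not listed, such as those of mitochondrial ribosomal RNA, cannot be told here from reads outside genes. Counting noise is therefore larger in CC than in oocytes at the same CPM, and largest in small CC replicate 3, which had the fewest reads on genes.

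**Figure D1:**
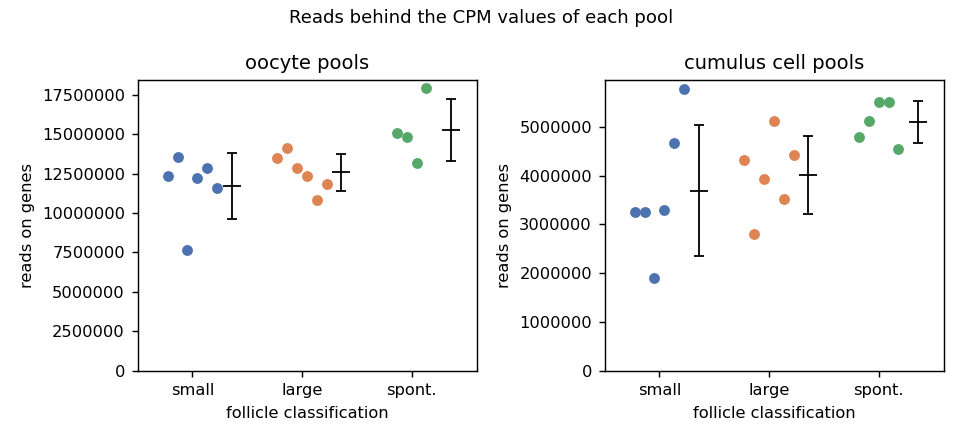
Number of reads assigned to the listed genes (vertical axis) in each oocyte pool and each CC pool by follicle classification (horizontal axis). Each point is a pool and the horizontal mark with bars is the mean ± SD; oocyte pools lie between 7664375 and 17934916 reads and CC pools between 1911600 and 5772431.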

Sequencing produced a total of 865,701,243 reads, with an average of ~23 million reads per pool for oocytes and ~29 million reads per pool for CC (Table S1). 

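The deposited tables list 16279 genes for oocytes and 16244 for CC, of which 201 had no read in any oocyte pool. Requiring at least 5 CPM in at least 4 oocyte pools or at least 5 CC pools, the sizes of the smallest groups, kept 10076 and 9712 of them. The same threshold in every pool would have kept 6130 and 6687, and 1 CPM in as many pools 12259 and 12254.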

We filtered aligned reads to eliminate genes with low expression and generated a list of 10,076 mRNA transcripts in oocyte pools and 9712 mRNA transcripts in CC pools to be utilized for differential gene transcript expression analyses. Of the above transcripts utilized for DEG analyses, 8083 were present within both oocyte and CC pools, whereas 1993 and 1629 transcripts were present in only oocyte or CC pools, respectively.

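Matched by Ensembl identifier, 8083 transcripts passed the filter in both tables, 1993 passed in oocytes only and 1629 in CC only. A symbol was missing for 492 of the retained transcripts in oocytes and 409 in CC. When each pool was left out in turn, between 9939 and 10008 oocyte transcripts and between 9626 and 9679 CC transcripts were retained.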

### 3.3. Differentially Abundant Gene Transcripts in Oocyte Pools

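From small to large follicles, 66 of the retained oocyte transcripts met the threshold with and without small replicate 3, with 21 higher in small and 45 higher in large pools. Without the requirement on replicate 3 the number was 90, and 101 transcripts would pass a nominal p of 0.01 by chance in an analysis of this size. In limma no transcript had an adjusted p under 0.05 (smallest 0.209), and 414 had an unadjusted p under 0.05, where chance gives 504. DESeq2 on the recovered reads moved the number at the threshold most, to 114, with 61 higher in small pools. It gave 1 transcript with an adjusted p under 0.05. The smallest nominal p belonged to SP2 (ENSBTAG00000013740), at 165 ± 50.6 CPM in small and 301 ± 36.7 in large pools (SD, n = 6 each), a log2 fold change of 0.91 (standard error 0.179, adjusted p = 0.209 from limma). GPHA2 (ENSBTAG00000007063) fell from 14.8 ± 12.1 to 0.942 ± 1.57 CPM, a log2 fold change of −3.04 (standard error 0.639, limma adjusted p = 0.265). For both transcripts the highest pool of the lower group lay below the lowest pool of the other.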

Analyses of differential gene transcript abundance in oocyte pools revealed 69 DEGs between oocyte pools from small versus large follicle classifications (32 upregulated and 37 downregulated in small follicles; eFDR < 0.02; Figure 2; Table S2a). 

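Between small and spontaneous follicles 78 oocyte transcripts met the threshold in both analyses, 25 higher in small and 53 higher in spontaneous pools. The directions depended on the test. DESeq2 had 71 higher in small and 51 in spontaneous pools, edgeR's quasi-likelihood test 27 and 29, and its likelihood ratio test 41 and 52. In limma the count was 49 without spontaneous replicate 3 and 133 without small replicate 3. Between large and spontaneous follicles it was 95, with 55 higher in large and 40 higher in spontaneous pools, and 144 without spontaneous replicate 2. Neither comparison gave a transcript with an adjusted p under 0.05 in limma (smallest 0.14 and 0.847), whereas 454 and 491 had an unadjusted p under 0.05. The number was 1 in the first without small replicate 1, small replicate 3 or spontaneous replicate 2, and 1 in the second without large replicate 6. CBX6 (ENSBTAG00000046724) was at 2.36 ± 4.02 CPM in small, 5.35 ± 11.9 in large and 41 ± 34 in spontaneous pools (SD, n = 6, 6 and 4). Its log2 fold changes to spontaneous pools were 3.81 (standard error 0.814, limma adjusted p = 0.32) from small and 3.68 (standard error 0.861, limma adjusted p = 0.847) from large. The large group held a pool far from the others, replicate 6 at 29.6 CPM, and the count-based tests did not place the difference from large under the threshold (log2 fold change 2.91 with edgeR's quasi-likelihood and likelihood ratio tests and 2.92 with DESeq2). EDF1 (ENSBTAG00000030302) rose from 28.3 ± 15.8 CPM in large to 84.2 ± 29.3 in spontaneous pools, by 1.67 on the log2 scale (standard error 0.399, limma adjusted p = 0.847).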

We identified an additional 94 (31 upregulated and 63 downregulated in small follicles) and 83 (43 upregulated and 40 downregulated in large follicles) mRNA transcripts that displayed differential expression between small versus spontaneous and large versus spontaneous follicle classifications, respectively (eFDR < 0.02; Figure 2; Table S2b,c). Though 15, 4, and 12 transcripts were identified as DEGs in more than one comparison of follicle classifications, no transcripts were DEGs in all three comparisons.

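In the limma lists, 8 oocyte transcripts were shared by the comparisons of small with large and small with spontaneous, 4 by small with large and large with spontaneous, and 22 by the comparisons of small and of large with spontaneous. Transcripts in all 3 lists numbered 0. Lists that share a group of pools share its chance deviations, so the overlaps were compared with those after the classifications of the pools had been reshuffled 100 times. The medians of the reshuffled overlaps were 5, 7 and 11 in the same order, and overlaps at least as large came up in 22, 88 and 9 of the 100.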

Gene ontology and pathway analyses of the 94 DEGs between oocyte pools from small and spontaneous follicles revealed significant enrichment for the KEGG pathway “oxidative phosphorylation” (*ATP6V0D1*, mt*ND1*, mt*ND5*, *NDUFA7*, *NDUFA8*, mt*COX1*, *COX6A1*, *COX5B*; FDR < 0.01; Figure 2, Table S3a). 

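The nuclear-encoded subunits of the respiratory complexes and of the V-ATPase, a list of 101 retained transcripts, had a median log2 fold change of 0.42 from small to spontaneous oocyte pools, and 82 were higher in spontaneous pools. Camera, a test of a list against all other transcripts with a preset correlation of 0.01 between its members, gave an adjusted p of 3.1e-08. The call did not hold with the correlation estimated from the pools (p = 0.126) or under fry, a rotation test (p = 0.107). Of the list, 5 transcripts met the nominal threshold and 0 had a p under 0.05 when adjusted over the list alone, with 15 at an unadjusted p under 0.05. ATP6V0D1 (ENSBTAG00000014553) rose from 10.6 ± 6.1 to 41.6 ± 10 CPM (SD, n = 6 and 4), by 2.02 on the log2 scale (standard error 0.539, limma p = 0.000796, exact permutation p = 0.00476), and the groups did not overlap. NDUFA7 (ENSBTAG00000046319) rose by 2.18 (standard error 0.669, limma p = 0.00288, exact permutation p = 0.00952), COX6A1 (ENSBTAG00000012788) by 1.71 (standard error 0.475, limma p = 0.00122, exact permutation p = 0.0238) and COX5B (ENSBTAG00000018542) by 1.38 (standard error 0.432, limma p = 0.0034, exact permutation p = 0.0429). The fifth was NDUFA13, singled out after its values were seen (log2 fold change 1.45, limma adjusted p = 0.987). NDUFA7, COX6A1 and COX5B lost their place under the threshold without spontaneous replicate 3 (log2 fold changes 1.90, 1.42 and 1.24). COX5B also lost it without spontaneous replicate 4 (log2 fold change 1.03), and NDUFA7 with edgeR's quasi-likelihood test (1.87). NDUFA8 (ENSBTAG00000004295), at 22.5 ± 18 and 69.6 ± 55.9 CPM, did not meet the threshold with a log2 fold change of 1.61 (standard error 0.667, limma p = 0.0222, exact permutation p = 0.0571), and met it without spontaneous replicate 2 (log2 fold change 2.31) or without small replicate 3 (1.87). The mitochondrially encoded ND1, ND5 and COX1 went the other way, with log2 fold changes of −0.81, −0.98 and −1.07 (limma p = 0.00017, 0.000152 and 1.39e-05, exact permutation p = 0.0381, 0.0429 and 0.0286).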

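From large to spontaneous oocyte pools the same nuclear-encoded list had a median log2 fold change of 0.42, with 82 of its members higher in spontaneous pools (camera adjusted p = 2.25e-08, p = 0.0701 with estimated correlation, fry p = 0.0782), and 2 members, NDUFA13 and NDUFA4, had a p under 0.05 when adjusted over the list alone. NDUFA13 (ENSBTAG00000007812) rose from 20.6 ± 10.5 to 63.5 ± 22.5 CPM (SD, n = 6 and 4), by 1.70 (standard error 0.446, limma p = 0.000744, exact permutation p = 0.00476). NDUFA4 (ENSBTAG00000011145) rose from 54.3 ± 27.6 to 121 ± 29 CPM, by 1.26 (standard error 0.332, limma p = 0.000761, exact permutation p = 0.0143). COX7A2 (ENSBTAG00000005096) rose from 32.6 ± 18.1 to 72.5 ± 26.4 CPM, by 1.22 (standard error 0.384, limma p = 0.00371, exact permutation p = 0.0238), but did not meet the threshold without spontaneous replicate 3 (log2 fold change 1.01) or 4 (1.18). ATP5G2 (ENSBTAG00000005735), at 8.21 ± 2.14 and 25.3 ± 16.8 CPM, did not meet the threshold (log2 fold change 1.25, standard error 0.576, limma p = 0.0388, exact permutation p = 0.0286) unless spontaneous replicate 2 was left out (log2 fold change 1.76). COX11 (ENSBTAG00000007015) was lower in spontaneous pools, at 0.552 ± 0.637 against 5.84 ± 4.19 CPM, and did not meet it (log2 fold change −1.96, standard error 0.747, limma p = 0.0141, exact permutation p = 0.0333) unless large replicate 1 was left out (log2 fold change −2.25). Both passed in DESeq2 and in edgeR's likelihood ratio test.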

Though no pathways or gene ontologies were significantly enriched with differentially expressed transcripts between oocyte pools for small versus large or large versus spontaneous follicle classifications, it is noteworthy to mention that five transcripts differentially expressed between large and spontaneous oocyte pools were related to oxidative phosphorylation (*ATP5G2*, *COX11*, *NDUFA13*, *NDUFA4*, *COX7A2*; Figure 2, Table S2c). Additionally, DEGs that were more abundant in oocytes from large compared to small follicles included *COX5A*, *MRPL48*, and *ATP6VID* (Figure 2, Table S2a), which are also involved in oxidative phosphorylation. Also of interest, the transcripts *FGF12* and protein kinase c (*PRKCG*) were DEGs in small versus large follicle oocyte pools (Figure 2, Table S2a).

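MRPL48 (ENSBTAG00000008347) was at 1.49 ± 1.31 CPM in small and 12.8 ± 6.6 in large oocyte pools (SD, n = 6 each), a log2 fold change of 2.46 (standard error 0.619, limma p = 0.000427, exact permutation p = 0.00433). ATP6V1D (ENSBTAG00000016309) rose from 2.25 ± 3.06 to 13.1 ± 9.24 CPM, by 2.22 (standard error 0.656, limma p = 0.00209, exact permutation p = 0.0173), although it did not meet the threshold in edgeR's quasi-likelihood test (log2 fold change 2.56). COX5A (ENSBTAG00000017267) rose from 135 ± 38.5 to 197 ± 36.5 CPM, by 0.57 (standard error 0.197, limma p = 0.00735, exact permutation p = 0.0108). It met the threshold with all pools and not without small replicate 3, where the log2 fold change was also 0.57, nor in 6 other fits that each left out a pool, with median-of-ratios scaling (0.53) or in either edgeR test (0.52) or DESeq2 (0.51). All 3 had an adjusted p of 0.997.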

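FGF12 (ENSBTAG00000012413) was higher in small oocyte pools, at 40.1 ± 15.7 CPM against 12.4 ± 5.9 in large pools (SD, n = 6 each), a log2 fold change of −1.66 (standard error 0.423, limma p = 0.000508, exact permutation p = 0.00216, the smallest that 6 against 6 pools allow). The pools of the 2 classifications did not overlap.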

### 3.4. Differentially Abundant Gene Transcripts in Cumulus Cell Pools

Differential gene transcript analysis of CC pools revealed 128 DEGs between CC pools from small versus large follicle classifications (30 upregulated and 98 downregulated in small follicles; eFDR < 0.02; Figure 3; Table S4a). 

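In CC, 79 of the retained transcripts met the nominal threshold in limma between small and large follicles, 12 higher in small and 67 higher in large pools. The number was 52 without small replicate 5, and by chance 97.1 would pass in an analysis of this size. No transcript had an adjusted p under 0.05 in limma, and 388 had an unadjusted p under 0.05, where chance gives 486. Fitting all 3 classifications together moved the number most, to 137, with 26 higher in small pools. The direction depends on how the pools are scaled, since with CPM recomputed without mitochondrially encoded genes 40 of 67 were higher in small pools. The smallest p belonged to GIMAP8 (ENSBTAG00000014402), a transcript at 2.61 ± 0.582 CPM in small and 23.3 ± 14.2 in large pools (SD, n = 6 each), with a log2 fold change of 2.52 (standard error 0.415, limma adjusted p = 0.0674) and no overlap between the groups.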

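Between small and spontaneous CC pools 231 transcripts met the threshold in limma, of which 221 were higher in spontaneous pools. The count was 144 without spontaneous replicate 5. With CPM recomputed without mitochondrially encoded genes it was 120, with 67 higher in spontaneous pools, and with median-of-ratios scaling 126, with 78 higher. Between large and spontaneous CC pools 161 met the threshold, 141 of them higher in spontaneous pools. That count was 91 without spontaneous replicate 4, and with median-of-ratios scaling it was 116 with 62 higher in spontaneous pools. An adjusted p under 0.05 was reached by 3 and 1 transcripts, which were GIMAP8, SRGN and, seen only afterwards, FMOD (limma adjusted p = 0.0333) in the first comparison and PTN in the second. Leaving out each pool in turn gave 1 to 12 such transcripts in the comparison with small pools (12 without small replicate 3) and 0 to 8 in the comparison with large pools (8 without large replicate 2). From small to spontaneous pools GIMAP8 rose by 2.60 on the log2 scale (standard error 0.341, limma adjusted p = 0.00562). SRGN (ENSBTAG00000017863) rose from 439 ± 166 to 2026 ± 1150 CPM (SD, n = 6 and 5), by 2.15 (standard error 0.329, limma adjusted p = 0.022). From large to spontaneous pools PTN (ENSBTAG00000002317) rose from 82.8 ± 17.3 to 193 ± 35.8 CPM, by 1.21 (standard error 0.181, limma adjusted p = 0.033), and CRHBP (ENSBTAG00000020202) from 7.16 ± 2.07 to 21.9 ± 5.7 CPM, by 1.50 (standard error 0.277, limma adjusted p = 0.193). The groups did not overlap for PTN and CRHBP.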

An additional 98 (18 upregulated and 80 downregulated in small follicles) and 80 (12 upregulated and 68 downregulated in large follicles) mRNA transcripts with differences in abundance were identified between small versus spontaneous and large versus spontaneous follicle classifications, respectively (eFDR < 0.02; Figure 3; Table S4b,c). Though no transcripts were identified as DEGS in all three follicle classification comparisons, 8, 5, and 23 transcripts were identified as DEGs in two of the follicle classification comparisons.

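In the limma lists of CC, 24 transcripts were shared by the comparisons of small with large and small with spontaneous, 8 by small with large and large with spontaneous, 49 by the comparisons of small and of large with spontaneous, and 0 by all 3. After reshuffling of the classifications the median overlaps were 5, 6 and 6 in the same order, and overlaps as large were found in 2, 36 and 1 of 100 reshuffled sets.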

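Of 27 enzymes from glucose to pyruvate and lactate, listed before the data were examined, 17 were retained in CC. Their median log2 fold change from small to large pools was 0.49, and 15 were higher in large pools. Camera gave an adjusted p of 1.08e-09 over 54 tests of lists, and the call held with an estimated correlation (p = 0.00604) and under fry (p = 0.00344). The median was lowest, at 0.38, with CPM recomputed without mitochondrially encoded genes. Of the 17, 5 met the nominal threshold, which were GPI, HK2, LDHA, PFKP and TPI1, and Fisher's exact test against the other retained transcripts gave p = 1.8e-07. With p-values adjusted over the list alone 9 were under 0.05, against 0 over all transcripts tested. As the study chose this pathway on these pools, neither that count of 9 nor the tests of the list are independent evidence. LDHA (ENSBTAG00000008683) rose from 873 ± 292 to 1532 ± 181 CPM (SD, n = 6 each), by 0.88 (standard error 0.211, limma p = 0.000524, exact permutation p = 0.00433, adjusted p = 0.999), although it did not meet the threshold in edgeR's quasi-likelihood test (log2 fold change 0.69). SHMT2 (ENSBTAG00000031500), an enzyme of serine and glycine metabolism, rose from 112 ± 17.6 to 173 ± 21.6 CPM, by 0.63 (standard error 0.169, limma p = 0.00135, exact permutation p = 0.00216), without overlap of the groups. It did not meet the threshold with the mitochondrially encoded genes left out of the CPM (log2 fold change 0.52).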

Pathway analyses of the 128 DEGs between small and large CC pools revealed significant enrichment for the KEGG pathways “glycolysis” (*ALDOC*, *GPI*, *HK2*, *LDHA*, *PFKP*, *TRI1*; FDR < 0.01; Figure 3; Table S5a), “carbon metabolism” (*ALDOC*, *GPI*, *HK2*, *PFKP*, *SHMT2*, *TPI1*; FDR < 0.04), and “fructose/mannose metabolism” (*ALDOC*, *HK2*, *PFKP*, *TPI1*; FDR < 0.04; Figure 3; Table S5a). The PANTHER pathway “glycolysis” and multiple gene ontologies related to glycolytic processes were enriched with DEG between small and large follicle CC pools (Table S5a). 

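The other glycolytic transcripts rose by less than LDHA relative to their spread, and for several the call depends on the pools or the scaling. TPI1 (ENSBTAG00000019782) was at 654 ± 152 CPM in small and 1000 ± 161 in large pools, a log2 fold change of 0.63 (standard error 0.186, limma p = 0.00298, exact permutation p = 0.00649), and did not meet the threshold without small replicate 4 (log2 fold change 0.51). GPI (ENSBTAG00000006396) was at 276 ± 57.6 and 409 ± 73.7 CPM, a log2 fold change of 0.57 (standard error 0.178, limma p = 0.00443, exact permutation p = 0.013), and did not meet it in 4 of 12 fits that each left out a pool, with the smallest log2 fold change, 0.50, without small replicate 4. Neither met it with median-of-ratios scaling (log2 fold changes 0.57 and 0.52), without mitochondrially encoded genes, in either edgeR test or in DESeq2. PFKP (ENSBTAG00000002683), at 37.8 ± 8.56 and 60.5 ± 14.2 CPM, had a log2 fold change of 0.66 (standard error 0.224, limma p = 0.00814, exact permutation p = 0.0108) and lost its call in 8 of the 12 fits, the smallest log2 fold change being 0.58 without small replicate 3. HK2 (ENSBTAG00000013108), at 89.6 ± 8.7 and 139 ± 34.5 CPM, had 0.58 (standard error 0.202, limma p = 0.00975, exact permutation p = 0.0152) and lost it in 10, the smallest being 0.51 without large replicate 2. Without mitochondrially encoded genes neither PFKP (0.55) nor HK2 (0.47) met it, and HK2 did not with median-of-ratios scaling (0.52) or a pseudocount of 0.1 (0.58). ALDOC (ENSBTAG00000013099), at 23.4 ± 3.75 and 38.8 ± 16.2 CPM, did not meet the threshold (log2 fold change 0.63, standard error 0.261, limma p = 0.0254, exact permutation p = 0.026) unless large replicate 6 was left out (log2 fold change 0.76).

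**Figure D2:**
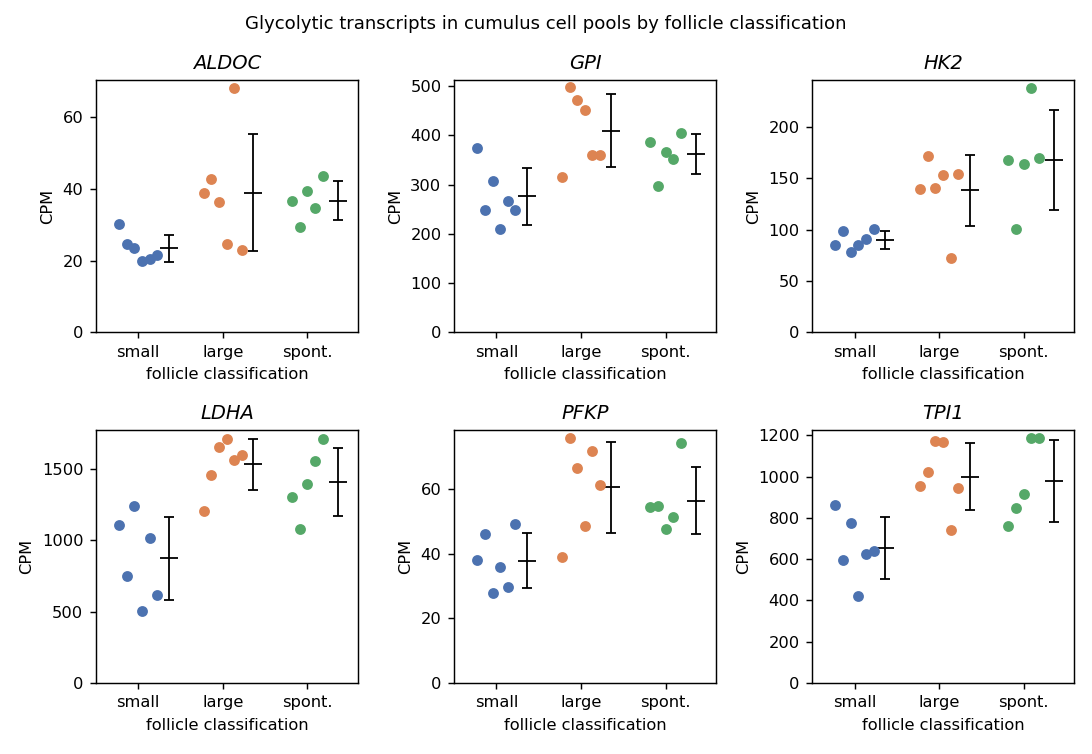
CPM (vertical axes, each from 0) of ALDOC, GPI, HK2, LDHA, PFKP and TPI1 in CC pools by follicle classification (horizontal axes). Each point is a pool and the mark with bars is the mean ± SD; for LDHA the means are 873 CPM in small and 1532 CPM in large pools, and HK2 in large replicate 5 lies at 72.1 CPM, below every small pool.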

Interestingly, all differentially expressed transcripts identified in these pathways were downregulated in CC pools from small follicles (Figure 3; Table S4a). Similarly, *HK2* was more highly expressed in cumulus cells from spontaneous compared to small follicles (Figure 3; Table S4b). 

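From small to spontaneous CC pools HK2 rose to 168 ± 48.5 CPM (SD, n = 5), a log2 fold change of 0.85 (standard error 0.195, limma p = 0.000373, exact permutation p = 0.00216, adjusted p = 0.191), and every spontaneous pool was higher than every small pool. The list of glycolytic enzymes had a median log2 fold change of 0.41, against 0.16 over all retained transcripts. Of its 17 members 16 were higher in spontaneous pools (camera adjusted p = 8.52e-07, p = 0.0463 with estimated correlation, fry p = 0.00424). Among 100 splits of the same pools, the real split included, 10 gave a camera p as small. With p-values adjusted over the list alone 7 members were under 0.05, which is not independent evidence, as the study chose this pathway on these pools.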

Transcripts for two glucose transporters (*SLC2A1*, *SLC2A10*), a lactate transporter (*SLC16A3*), versican (*VCAN*) and *FGF11* were also upregulated in large vs. small CC pools (Figure 3; Table S4a). Additionally, the transcript encoding for *CoQ10A* was more highly expressed in cumulus cells of small versus large follicles (Table S4a), and *FGF2* was more highly expressed in cumulus cells from the spontaneous follicle group compared to both the small and large follicle groups (Figure 3; Table S4b,c). 

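SLC2A1 (ENSBTAG00000009617) was at 113 ± 13.1 CPM in small and 236 ± 88.1 in large CC pools (SD, n = 6 each), a log2 fold change of 0.99 (standard error 0.206, limma p = 0.000108, exact permutation p = 0.00216, adjusted p = 0.522), and the pools of the 2 classifications did not overlap. SLC2A10 (ENSBTAG00000002942) was less abundant, at 3.34 ± 2.96 and 9.21 ± 3.52 CPM, with a log2 fold change of 1.44 (standard error 0.468, limma p = 0.00604, exact permutation p = 0.013). Its call was lost in 7 of 12 fits that each left out a pool, the smallest log2 fold change being 1.20 without small replicate 3. SLC16A3 (ENSBTAG00000017461) rose from 39.2 ± 21.5 to 76.4 ± 14.9 CPM, by 1.10 (standard error 0.291, limma p = 0.00124, exact permutation p = 0.00866), but did not meet the threshold in both edgeR tests (log2 fold changes 0.87 and 0.86) and DESeq2 (0.86). VCAN (ENSBTAG00000014906) rose from 13000 ± 3580 to 21000 ± 4630 CPM, by 0.71 (standard error 0.246, limma p = 0.00912, exact permutation p = 0.00649). It did not meet the threshold with median-of-ratios scaling (log2 fold change 0.65), without mitochondrially encoded genes (0.60) and in 8 of the 12 fits, as in that without large replicate 6 (0.62). FGF11 (ENSBTAG00000019241), at 0.907 ± 0.757 and 8.46 ± 11.8 CPM, did not meet it in limma (log2 fold change 1.59, standard error 0.673, p = 0.0284, exact permutation p = 0.039), but met it without large replicate 5 (log2 fold change 2.08), in both edgeR tests (3.15 and 3.17) and in DESeq2 (3.21).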

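COQ10A (ENSBTAG00000004367) was at 19.7 ± 5.28 CPM in small and 11.3 ± 3.67 in large CC pools (SD, n = 6 each), a log2 fold change of −0.77 (standard error 0.293, limma p = 0.0161, exact permutation p = 0.00866). It met the threshold with median-of-ratios scaling (log2 fold change −0.83), without mitochondrially encoded genes (−0.89), with the 3 classifications fitted together, in both edgeR tests and DESeq2 (−0.85 in each), and without small replicate 3 (−0.87) or large replicate 5 (−0.87). FGF2 (ENSBTAG00000005691) was at 41.4 ± 15.5 CPM in small, 42.8 ± 17.8 in large and 107 ± 85.1 in spontaneous pools. The difference from small just met the threshold (log2 fold change 1.10, standard error 0.38, limma p = 0.00996, exact permutation p = 0.0325). It was lost in 7 of 11 fits that each left out a pool, the smallest log2 fold change being 0.71 without spontaneous replicate 4, and with a pseudocount of 0.1 (1.11), median-of-ratios scaling (0.94) or no mitochondrially encoded genes (0.93). The difference from large did not meet the threshold (log2 fold change 1.06, standard error 0.384, limma p = 0.013, exact permutation p = 0.039), but met it with all 3 classifications in a joint fit, in both edgeR tests and DESeq2, or without spontaneous replicate 5 (log2 fold change 1.34), spontaneous replicate 2 (1.28) or large replicate 2 (1.25).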

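Of 73 lysosomal transcripts listed before the data were examined, 69 were retained in CC, and 54 were higher in spontaneous than in large pools (median log2 fold change 0.26). The camera adjusted p was 0.00109, with p = 0.0667 under an estimated correlation and 0.00532 under fry. The nominal threshold was met by 7, of which 6 were higher in spontaneous pools, and 2, AP1S3 and GLB1, had a p under 0.05 when adjusted over the list alone, which holds the genes the study named and is not independent evidence. AP1S3 (ENSBTAG00000011133) rose from 2.83 ± 1.97 CPM in large to 9.79 ± 1.98 in spontaneous pools (SD, n = 6 and 5), by 1.67 (standard error 0.427, limma p = 0.00108, exact permutation p = 0.00216), without overlap. GLB1 (ENSBTAG00000015254) rose from 30.7 ± 7.73 to 57.4 ± 13.1 CPM, by 0.89 (standard error 0.221, limma p = 0.000884, exact permutation p = 0.00433), a call lost with all 3 classifications in a joint fit, where the log2 fold change was also 0.89. CD68 (ENSBTAG00000000133), which white blood cells also express, rose from 8.93 ± 5.02 to 24.4 ± 15.5 CPM, by 1.31 (standard error 0.424, limma p = 0.00666, exact permutation p = 0.0238), but did not meet the threshold with median-of-ratios scaling (1.21), without mitochondrially encoded genes (1.27) and in 5 of 11 fits that each left out a pool, the smallest log2 fold change being 1.01 without spontaneous replicate 2. GGA3 (ENSBTAG00000016128) fell from 15.3 ± 4.89 to 7.72 ± 2.19 CPM, a log2 fold change of −0.89 (standard error 0.288, limma p = 0.00656, exact permutation p = 0.0108), which lost its call in 6 of 11 fits, as in that without spontaneous replicate 5 (log2 fold change −0.77). PSAP (ENSBTAG00000021499), at 1100 ± 301 and 1990 ± 1020 CPM, just missed the threshold (log2 fold change 0.79, standard error 0.272, limma p = 0.0101, exact permutation p = 0.0108) and met it without large replicate 3 (log2 fold change 0.88), without spontaneous replicate 1 (0.90), 2 (0.89) or 3 (0.88), with edgeR's likelihood ratio test (0.76) and with DESeq2 (0.76).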

Though no pathways or gene ontologies were significantly enriched with differentially expressed transcripts between CC pools for small and spontaneous follicles, the KEGG pathway “lysosome” (*CD68*, *AP1S3*, *CTSZ*, *GLB1*, *GGA3*, *PSAP*; FDR < 0.03; Table S5b) was significantly enriched with transcripts from the 80 DEGs between CC pools from large and spontaneous follicle classifications.

## 4. Discussion

In postpartum beef cows, fertilization rate and embryo quality were decreased on day seven following GnRH-induced ovulation of small compared to large dominant follicles [18]. A GnRH-induced gonadotropin surge, in a cow with a physiologically immature follicle, may induce a premature stop to oocyte transcription and (or) transfer of mRNA from cumulus cells to the oocyte and thereby reduce the competence of an oocyte for fertilization and further embryonic development. The current experiment was conducted to test the hypothesis that the physiological status of an ovulatory follicle affects the bovine cumulus cell and (or) oocyte transcriptome.

### 4.1. Cumulus Cell Transcriptome

A major finding of this study was that the expression of glucose transporters and rate limiting glycolytic enzymes was less abundant in cumulus cells from small compared to large follicles following a GnRH-induced gonadotropin surge. Glucose can enter cumulus cells by facilitated transport via glucose transporters (GLUTs; [49]). Expression of transcripts encoding two glucose transporters (*SLC2A1* (GLUT1) and *SLC2A10* (GLUT 10)) was reduced in cumulus cells in the small versus large follicle groups. GLUT1 has been identified as a major glucose transporter in bovine follicular cells [50]. During in vitro maturation of bovine COCs, the addition of lysophosphatidic acid increased expression of GLUT1 and glucose uptake [51]. Treatment of murine COCs with inhibitors of the GLUT system decreased glucose uptake by cumulus cells and the enclosed oocyte [52]. Therefore, reduced transport of glucose into cumulus cells of small compared to large cumulus cells may result in reduced substrate availability for glycolysis.

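The difference in SLC2A1 between small and large CC pools met the threshold in each fit that left out a pool and under each scaling and count test that was tried, whereas that in SLC2A10 did not meet it in both edgeR tests (log2 fold change 1.39 in each) and DESeq2 (1.39). From the lower abundance of SLC2A1 and SLC2A10 in CC of small follicles, together with published work on glucose uptake through these transporters, the paper proposes that CC of small follicles take up less glucose and so have less substrate for glycolysis.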

Developmental competence of bovine oocytes was positively associated with increased glycolytic activity [53]. Cumulus cells have a high demand for glucose, which is converted by glycolysis to pyruvate, the primary energy source for the oocyte [54]. Bovine oocytes have decreased ability to take up glucose and have a low rate of glycolysis [55,56]. Oocytes depend on the surrounding cumulus cells for products of the glycolytic pathway (i.e., pyruvate and lactate) for oxidative metabolism [54,57]. Bovine oocytes have very low phosphofructokinase (*PFKP*) activity, which is the rate limiting enzyme in glycolysis [8]. Cumulus cells have greater *PFKP* expression than oocytes [8] and expression of PFKP was greater in cumulus cells surrounding mature versus immature human oocytes [58]. Supplementation of denuded bovine oocytes, in vitro, with pyruvate and lactate plus NAD+ promoted oocyte maturation [59].

In this study, the glycolytic pathway emerged as a major difference between the cumulus cell transcriptome of the small and large follicle groups. More specifically, expressions of six genes encoding glycolytic enzymes (*HK2*, *GPI*, *PFKP*, *ALDOC*, *TPI1*, and *LDHA*) in cumulus cells from small follicles were less abundant than in cumulus cells from large follicles. In addition, *HK2* expression was more abundant in cumulus cells of the spontaneous versus small follicle group. In mice, expression of glycolytic enzymes (PFKP and LDHA) was greater in cumulus cells compared to mural granulosa cells and removal of oocytes from cumulus cell oocyte complexes decreased glycolysis and the expression of the preceding enzymes [60,61]. In mice, the oocyte can increase the availability of pyruvate by upregulating glycolytic enzymes. Stimulation of glycolysis in cumulus cells by the murine oocyte is via paracrine action (i.e., BMP 15 and FGFs; [62]). However, in this study, there was no difference in expression of *BMP 15* in oocytes in the small and large follicle groups. 

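BMP15 (ENSBTAG00000045782) was abundant in oocyte pools, at 1712 ± 270 CPM in small and 1476 ± 126 in large follicles (SD, n = 6 each). The log2 fold change of −0.20 (standard error 0.106) did not meet the threshold (limma p = 0.0635, exact permutation p = 0.0887), and the pools of the 2 classifications overlapped. Without small replicate 3 the log2 fold change was −0.27 (limma p = 0.0145, no exact test run), which did not meet it either.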

Although *FGF12* expression was increased in oocytes from the small compared to the large follicle group, *FGF12* is reported to have a nuclear localization and is not secreted [63].

Pyruvate, a product of the glycolytic pathway, can enter the Krebs cycle or be converted to lactate via lactate dehydrogenase A (*LDHA*). The enzyme LDHA converts pyruvate to lactate, thereby generating NAD+, which is required for sustained glycolytic activity [64]. A decline in murine oocyte quality occurred during reproductive aging and was associated with a reduction in NAD+. However, supplementation with an NAD+ precursor, nicotinamide mononucleotide, in the water of aged mice improved oocyte quality and restored fertility [65]. In the current study, transcripts encoding for LDHA and a lactate exporter (*SLC16A3*; Monocarboxylic Acid Transporter 4 (MCT4)) were more highly expressed by cumulus cells in the large versus small follicle group. MCT4 is expressed in cells that have a high rate of glycolysis and MCT4 can be induced by hypoxia [66]. Production and export of lactate may promote oocyte competence since addition of lactate and NAD+ to maturation medium promoted competence in denuded bovine oocytes [59]. 

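LDHB (ENSBTAG00000019603) had reads in every oocyte pool, at 55.2 ± 15.9 CPM in small (SD, n = 6), 45.1 ± 14.7 in large (n = 6) and 58.7 ± 13.6 in spontaneous pools (n = 4).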

In the bovine oocyte, LDHB is the primary lactate dehydrogenase isoenzyme present [59] and, in this study, *LDHB* was expressed in oocyte pools from each of the follicle classification groups. Therefore, lactate may be produced and exported at a higher rate from cumulus cells of large compared to small follicles and converted within oocytes to pyruvate to provide substrate for oxidative phosphorylation.

An impaired glycolytic pathway in cumulus cells of small compared to large dominant follicles may result in reduced pyruvate availability for ATP production via the Krebs cycle in oocytes. Mammalian oocytes require an adequate amount of ATP to successfully complete spindle formation, chromatid separation, and cleavage divisions [67]. ATP content is an important marker of oocyte competence [68,69] and reduced ATP availability in oocytes may contribute to reduced fertilization success and decreased embryo quality observed after GnRH-induced ovulation of small compared to large bovine follicles [18].

In addition to glycolysis, glucose metabolism occurs within cumulus cells via the pentose phosphate pathway and hexosamine pathway [54]. In this study, enzymes associated with the pentose phosphate pathway in cumulus cells were not differentially expressed among any of the groups. 

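Of 9 enzymes of the pentose phosphate pathway 7 were retained in CC. Their median log2 fold changes were −0.07 from small to large, 0.05 from small to spontaneous and 0.08 from large to spontaneous pools (camera adjusted p = 0.877, 0.931 and 0.723). The nominal threshold was met by 1 of them between small and large pools, H6PD (log2 fold change 1.02, limma adjusted p = 0.999, singled out after its values were seen), and by 0 in the other comparisons, where 1 and 0 had an unadjusted p under 0.05. GFPT1 (ENSBTAG00000017626), the first enzyme of the hexosamine pathway, was at 90.2 ± 15.7 CPM in large and 56.9 ± 5.05 in spontaneous CC pools (SD, n = 6 and 5), a log2 fold change of −0.64 (limma p = 0.00097, exact permutation p = 0.00216).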

The hexosamine pathway results in production of hyaluronic acid, the primary component of the cumulus matrix in cattle. Another component of the cumulus matrix is versican (*VCAN*), which is induced by the pre-ovulatory gonadotropin surge. Versican is a proteoglycan that binds to hyaluronic acid during cumulus expansion to help stabilize the cumulus matrix. *VCAN* was upregulated in cumulus cells from large follicles compared to small follicles in the present study. An increase in *VCAN* expression in human cumulus cells was positively associated with early embryo morphology score [58] and embryo quality [70]. In rodents, cumulus expansion is reported to affect oocyte maturation [71] and fertilization [72]; however, in cattle this relationship is less clear. Gutinisky et al. (2007) reported in cattle that cumulus expansion, in vitro, was not associated with oocyte nuclear maturation, but facilitated sperm penetration and fertilization [73]. Furthermore, following fertilization, oocyte developmental competence was not dependent upon cumulus expansion.

In mammals, members of the fibroblast growth factor family frequently act via paracrine mechanisms to promote embryonic development [74]. In the present study, fibroblast growth factor 2 (*FGF2*) expression was more abundant in the cumulus cells from the spontaneous follicle group compared to both the small and large follicle groups. The FGF2 receptor (*FGFR1*) was expressed in the transcriptome of both cumulus cells and oocytes. 

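FGFR1 (ENSBTAG00000015457) was at 26.2 ± 9.04 CPM in small (SD, n = 6), 32 ± 12.2 in large (n = 6) and 33.9 ± 8.28 in spontaneous CC pools (n = 5). In oocyte pools it was at 3.34 ± 1.37 CPM in small, 11.8 ± 3.73 in large and 4.66 ± 4.43 in spontaneous follicles (n = 6, 6 and 4). The difference between small and large oocyte pools met the nominal threshold in limma with and without small replicate 3 but not after adjustment (adjusted p = 0.997).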

In cattle, inhibition of FGF signaling on the day of IVF inhibited blastocyst formation, whereas supplementation of FGF2 following IVF increased blastocyst formation [75]. In mice, FGF2 was reported to have an autocrine/paracrine action to promote cumulus expansion and oocyte meiotic maturation [76]. Although *FGF 11* expression was more abundant in cumulus cells of large compared to small follicles, *FGF 11* is not secreted and its biological function in the cumulus cell/oocyte complex is not currently known [63]. However, *FGF11* expression was upregulated in bovine cumulus cells from larger (> 8mm) compared to smaller (1–3 mm) follicles and proposed to be a marker of oocyte competence [77].

### 4.2. Oocyte Transcriptome

The most prominent result from functional analysis of DEGs among oocyte pools was enrichment of the KEGG pathway “oxidative phosphorylation” with DEGs in oocyte pools from the small versus spontaneous follicle classifications. Mitochondrial and nuclear transcripts encoding for subunits of oxidative phosphorylation complex I (NADH: ubiquinone oxidoreductase) and complex IV (cytochrome c oxidase) were differentially expressed in small compared to spontaneous oocyte pools. Interestingly, additional DEGs associated with oxidative phosphorylation or mitochondrial function were identified among large versus spontaneous and small versus large follicle oocyte comparisons. The oocyte’s dependance on mitochondrial ATP production increases drastically during oocyte maturation, and mitochondrial number and ATP concentration have been demonstrated to increase during oocyte maturation [69,78,79]. Oocyte mitochondrial production of ATP must support metabolic needs of meiotic resumption, fertilization, and pre-blastocyst embryo development [8,67,80,81]. Numerous studies have demonstrated the relationship between oocyte mitochondrial number, indicated by mitochondrial DNA copy number, and oocyte developmental competence for fertility in cattle and other mammalian species [82,83,84,85,86]. Reduced capacity for oxidative phosphorylation could have contributed to the reduced fertilization and embryo quality in oocytes from small follicles of a previous study [18].

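Between small and large oocyte pools the list of nuclear-encoded subunits did not shift, with a median log2 fold change of 0.08, 59 members higher in large and 42 higher in small pools, and a camera adjusted p of 0.912. Of its members 1, ATP6V1D, met the nominal threshold, 6 had an unadjusted p under 0.05, and 0 had a p under 0.05 when adjusted over the list alone. From the transcripts of complexes I and IV that differed between small and spontaneous oocyte pools, the further ones in the comparisons with large pools, and published work relating mitochondria to oocyte competence, the paper proposes that a lower capacity for oxidative phosphorylation could have contributed to the lower fertilization and embryo quality seen earlier for oocytes of small follicles.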

Though almost 100% of nuclear mRNA DEGs from each comparison were upregulated in the follicle classifications associated with presumably higher oocyte developmental competence (spontaneous versus small or large follicles and large versus small follicles), it is unknown why a small number of transcripts derived from the mitochondrial genome (*ND1*, *ND5*, *COX1*) were upregulated in oocyte pools from small compared to spontaneous follicles. 

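COX1 (ENSBTAG00000043561) was at 3818 ± 2130 CPM in small and 1660 ± 193 in spontaneous oocyte pools (SD, n = 6 and 4), with an adjusted p of 0.14 in limma. ND1 (ENSBTAG00000043558) was at 3549 ± 1820 and 1884 ± 232 CPM and ND5 (ENSBTAG00000043563) at 2758 ± 1450 and 1320 ± 408 CPM. Small replicate 3 was far above the other pools, with 8040 CPM of COX1 and 7228 CPM of ND1, and without it the log2 fold changes of ND1, ND5 and COX1 were −0.58, −0.75 and −0.83. Their limma p-values were then smaller, at p = 1.47e-05, 9.14e-05 and 3.26e-07 (no exact test was run without this pool), and with all pools the 2 groups did not overlap for ND1 and COX1. Of the 13 protein-coding genes of the mitochondrial genome 13 were lower in spontaneous pools (median log2 fold change −0.94, camera adjusted p = 7.13e-29, p = 0.00618 with estimated correlation, fry p = 0.0383). The nominal threshold was met by 9 of them and 12 had a p under 0.05 when adjusted over the list alone. Mitochondrially encoded genes took 2.17 ± 1.4% of the CPM in small, 1.54 ± 0.594% in large and 1.01 ± 0.148% in spontaneous oocyte pools. The difference from small to spontaneous pools was −1.16 percentage points (exact permutation p = 0.0619), and −0.594 without small replicate 3 (exact permutation p = 0.0159). On the log2 scale it was −0.94 with all pools (exact permutation p = 0.00952), and every small pool, from 1.272%, was above every spontaneous pool, up to 1.183%. In CC the share was 25.9 ± 10.9% in small, 20.5 ± 5.21% in large and 17.1 ± 3.4% in spontaneous pools (n = 6, 6 and 5), and the difference from small to spontaneous was −8.82 points (exact permutation p = 0.11).

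**Figure D3:**
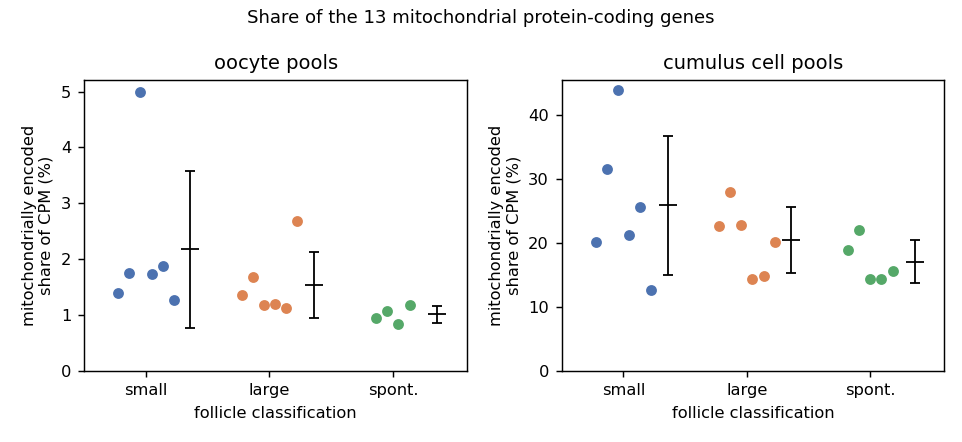
Share of the CPM on mitochondrially encoded genes (percent, vertical axis) in each oocyte pool and each CC pool by follicle classification (horizontal axis). Each point is a pool and the mark with bars is the mean ± SD; small replicate 3 is the highest pool in both cell types, at 5% in oocytes and 44.02% in CC.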

The mitochondrial genome encodes only 13 protein coding genes, alongside the translational machinery required to assemble mitochondrial proteins [87]. Because of the intimate linkage of the mitochondrial genome/function with oxidative phosphorylation, the increased abundance of *ND1*, *ND5*, and *COX1* transcripts in small follicle oocyte pools may be physiologically significant. Mitochondrial mRNA abundance is directly linked to the production of the oxidative phosphorylation complexes and is mainly controlled post-transcriptionally to ensure a steady-state level of mitochondrial encoded proteins [87]. Because of the dynamic, and poorly understood, mechanisms of mitochondrial mRNA transcription and transcript stability [88], the biological significance of the increase in mitochondrial mRNA transcripts associated with oocyte oxidative phosphorylation requires further investigation.

In addition to transcripts related to oxidative phosphorylation, expression of protein kinase C, gamma (*PRKCG*) was less abundant in oocytes from small compared to large follicles. Protein kinase C, gamma is a member of the classical protein kinase C subclass (cPKC), which is the most studied category of PKC in the oocyte. This subclass is known to have an important role in oocyte maturation, meiotic resumption, and fertilization [89,90,91]. Protein kinase C modulates intracellular calcium oscillations, within the oocyte, following fertilization, leading to cortical granule release and a subsequent polyspermy block [90,91,92]. Calcium oscillations at the time of fertilization have also been demonstrated to increase mitochondrial ATP production to support metabolic requirements of fertilization [93].

### 4.3. Cumulus Cell and Oocyte Markers of Oocyte Competence

Numerous studies have aimed to identify specific markers of oocyte competence in a variety of mammalian species [26,27,28]. Previous studies in cattle reported that increased expression of follistatin (*FST*), inhibin βa (*INHA*), and inhibin βb (*INHB*) in oocytes collected from 3 to 7 mm follicles was associated with increased oocyte competence based on two experimental models (comparison of oocytes from prepubertal versus adult ovaries and comparison of early versus late cleaving embryos; [28]). 

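FST (ENSBTAG00000003329), INHA (ENSBTAG00000009972) and INHBA (ENSBTAG00000002912) varied widely within each classification of the oocyte pools, and none met the threshold in limma between 2 classifications. FST was at 8.43 ± 9.5, 7.59 ± 6.16 and 16.5 ± 16.5 CPM in small, large and spontaneous pools (SD, n = 6, 6 and 4), where exact permutation tests gave p = 0.866 for small against large, 0.367 for small against spontaneous and 0.281 for large against spontaneous. INHA was at 32.1 ± 29.4, 43 ± 49.1 and 56.1 ± 31.8 CPM (exact permutation p = 0.647, 0.267 and 0.681), and INHBA at 30.5 ± 42.5, 43 ± 45 and 36.7 ± 28.5 CPM (exact permutation p = 0.697, 0.8 and 0.819). The log2 fold change of INHA from small to spontaneous pools was 1.06 (limma p = 0.0657, exact permutation p = 0.267 as above), and 1.44 without small replicate 3, where limma gave p = 0.0123 and no exact test was run. That of INHBA was 1.58 without small replicate 3 (limma p = 0.0262, no exact test run), against 1.00 with all pools. The share of CC RNA in each oocyte pool was estimated from 50 transcripts specific to CC, which leave out INHA and INHBA. With both on the log2 scale, INHA rose with that share over the 16 pools (Pearson r = 0.883, permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 2e-05, and Spearman rho = 0.85, permutation p = 6e-05), and so did INHBA (r = 0.816, permutation p = 0.00016, adjusted p = 0.00016, and rho = 0.885, permutation p = 3e-05). Without the 2 pools farthest from the median log2 share, the low shares of small replicate 4 and large replicate 1, r was 0.787 and 0.817. Without the 2 farthest in percent, the high shares of large replicate 6 and small replicate 3, it was 0.836 and 0.718, and within classifications it was 0.902 and 0.82. INHBB was removed by the filter on low abundance, at 2.95 ± 3.94, 1.37 ± 1.16 and 1.07 ± 1.03 CPM (exact permutation p = 0.448, 0.49 and 0.69).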

In the current study, transcript abundance for *FST*, *INHA*, and *INHB* was similar for the three follicle classification groups. This is not entirely surprising, since Cumulus-Oocyte complexes in the present study were collected from follicles that were larger than those reported by Patel et al. (2007), and in the current experiment, all samples experienced expansion of the cumulus cells. Oocytes collected in the current study were from dominant follicles compared to prepubertal or slaughterhouse ovaries. Therefore, one explanation for the differences in gene expression could be the result of different stage oocytes in the two studies.

Efforts have also been directed at identifying cumulus cell markers of oocyte competence [22,23,25]. Bettegowda et al. (2008) reported that *CTSB*, *CTSS*, and *CTSZ* expression was higher in cumulus cells from prepubertal bovine cumulus cells (less competent oocytes) compared to cumulus cells (high competent oocytes) from mature cows [22]. There have also been reports that inhibiting cathepsin activity during in vitro cultures leads to an increase in blastocyst development [22,29]. In the preceding study, oocytes with increased blastocyst rate also had lower cumulus cell expression of *CTSB*, *CTSS*, and *CTSZ*. Pohler (2011) reported that as dominant follicular diameter increased (from 9.5 to 14 mm), there was a decrease in *CTSB* expression and there tended to be a decrease in *CTSZ* expression in cumulus cells [94]. Collectively, these data suggest that smaller ovulatory follicles may contain oocytes that are less competent based on cathepsin expression. However, in the current study, there was no difference in cumulus cell *CTSZ* expression between small and large follicles or between small and spontaneous follicles. 

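CTSZ (ENSBTAG00000018784), which white blood cells also express, was at 27.6 ± 9.81 CPM in small, 17.8 ± 4.34 in large and 36.8 ± 22.5 in spontaneous CC pools (SD, n = 6, 6 and 5). From small to large pools the log2 fold change was −0.58 (standard error 0.271, limma p = 0.0452, exact permutation p = 0.0281), above the threshold of 0.01, and from small to spontaneous 0.31 (standard error 0.308, limma p = 0.33, exact permutation p = 0.47).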

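From large to spontaneous CC pools CTSZ rose by 0.89 on the log2 scale (standard error 0.299, limma p = 0.00857, exact permutation p = 0.00649). The call was lost in 7 of 11 fits that each left out a pool, and without spontaneous replicate 2 the log2 fold change was 0.59. It was also lost with median-of-ratios scaling (log2 fold change 0.79) and with CPM recomputed without mitochondrially encoded genes (0.83).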

Surprisingly, *CTSZ* expression was downregulated in cumulus cells of large compared to spontaneous follicles. Expression of *FGF11* was reported to be a marker of oocyte competence [77] and in the current study was more highly expressed in cumulus cells of large compared to small follicles. However, expression of other reported bovine cumulus cell markers (*ARHGAP22*, *COL18A1*, *GPC4*, *IGFBP4*, and *SPRY1*; [77]) associated with oocyte competence in in vitro systems was not different among the small, large, and spontaneous follicle groups.

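COL18A1 (ENSBTAG00000023907) was at 4.23 ± 3.28, 6.64 ± 3.85 and 10.2 ± 9.1 CPM in small, large and spontaneous CC pools (SD, n = 6, 6 and 5), with its smallest p for small against spontaneous (limma p = 0.047, exact permutation p = 0.108). GPC4 (ENSBTAG00000020644) was at 7.53 ± 2.89, 6.74 ± 3.53 and 15 ± 9.11 CPM, and from large to spontaneous its log2 fold change was 1.04 (limma p = 0.0235, exact permutation p = 0.0325), reaching the threshold only without spontaneous replicate 1 (1.27). IGFBP4 (ENSBTAG00000008611) was at 21.4 ± 9.84, 21.1 ± 9.88 and 32.8 ± 7.01 CPM. Its log2 fold change was 0.69 for small against spontaneous (exact permutation p = 0.0649) and 0.72 for large against spontaneous (exact permutation p = 0.0541), and it met the threshold without small replicate 3 in the first (0.86) and without large replicate 2 in the second (0.91). SPRY1 (ENSBTAG00000021245) was at 8.9 ± 5.58, 11 ± 8.73 and 11.2 ± 3.22 CPM (exact permutation p = 0.649, 0.431 and 0.961). ARHGAP22 did not pass the filter, with 0.325 ± 0.388, 0.103 ± 0.167 and 0.34 ± 0.474 CPM and no read in 10 of the 17 pools (exact permutation p = 0.273, 0.957 and 0.379).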

## 5. Conclusions

In summary, analysis of the transcriptome of bovine cumulus cells and oocytes from dominant follicles that differ in size (small versus large) or physiological status (estrous expression versus no estrous expression) revealed differentially abundant transcripts that were associated with important pathways leading to the acquisition of oocyte competence. The most resounding differences identified among oocyte or CC pools was reduced expression of transcripts encoding for glycolytic enzymes in CC from small versus large follicles. Furthermore, reduced expression of glucose transporters in small versus large CC pools and differential expression of transcripts related to oxidative phosphorylation in small and large versus spontaneous follicle oocytes indicates further metabolic impact when cows are induced to ovulate a physiologically suboptimal follicle. Though functional analyses of DEGs revealed the strong differences discussed above between small and large or spontaneous follicles, the DEGs between large and spontaneous follicles were not as strongly represented in significant biological processes or pathways. These results support previous studies by our research team that did not detect reduced pregnancy rates or embryonic mortality between large follicle induced to ovulate or follicles that experienced spontaneous ovulation following estrus [20]. Such results suggest that cumulus oocyte complexes from large follicles have likely passed a threshold of metabolic competence required for subsequent fertilization and embryo development. Future studies are necessary to further understand the altered metabolic capacity of small follicle COCs and determine potential mechanisms to improve the competency of small follicle oocytes. Improvements in assisted reproductive procedures to result in increased follicle size before ovulation during fixed-time artificial insemination or oocyte collection for in vitro techniques are practical applications to improve reduced oocyte competence in smaller follicles.

## Figures and Tables

**Figure 1:**
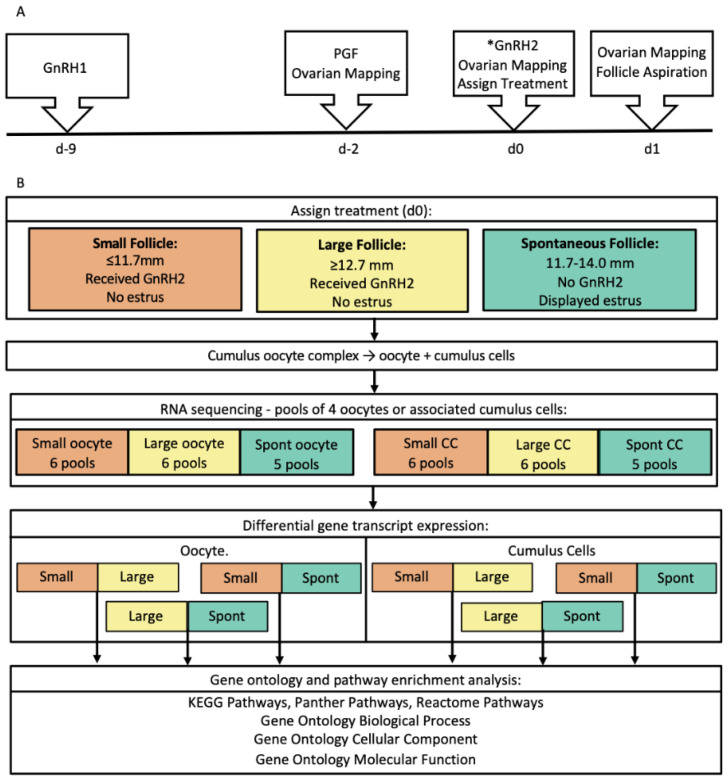
(**A**) Protocol for synchronization of ovulation and determination of follicle diameter by ultrasonography. The cumulus oocyte complex was collected by transvaginal aspiration on d 1. * Cows assigned to the Spontaneous (Spont) follicle classification did not receive GnRH2 injection on day 0. (**B**) Cows that did not express estrus by d 0 were assigned to the Small (≤11.7 mm) or Large Follicle (≥12.7 mm) groups based on largest follicle diameter on d 0. Cows that expressed estrus by d 0 were assigned to the Spont Follicle group regardless of ovulatory follicle size. Pools of four oocytes or associated cumulus cells were prepared for generation of RNA sequencing data and analyses. Differential gene transcript expression for both oocyte and cumulus cell pools was analyzed as follows: Small vs. Large, Small vs. Spont, and Large vs. Spont. Gene ontology and pathway enrichment was analyzed as shown in the figure.

**Figure 2:**
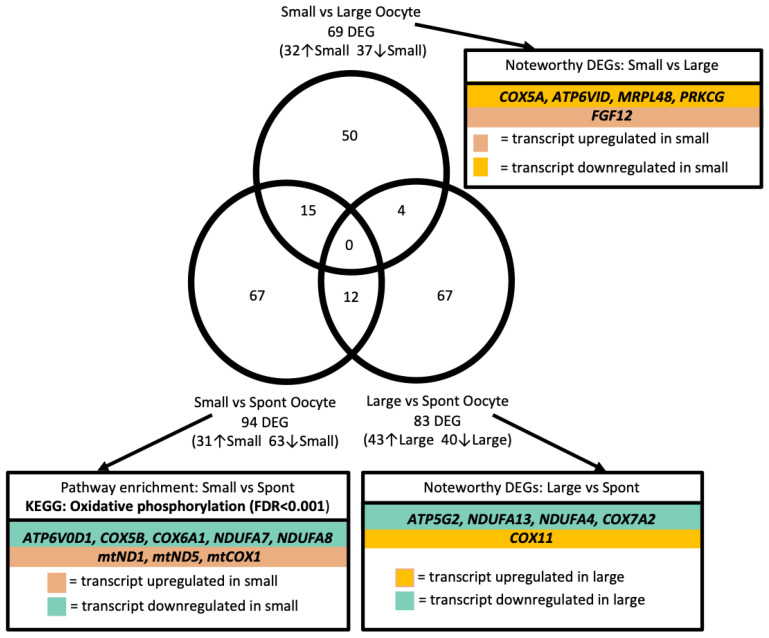
Differential gene transcript abundance among oocyte pools. Venn diagram displaying 69, 94, and 83 differentially abundant gene transcripts (DEGs) in comparisons of Small vs. Large, Small vs. Spontaneous (Spont), and Large vs. Spont oocyte pools, respectively. A total of 50, 67, and 67 DEGs were identified in only Small vs. Large, Small vs. Spont, or Large vs. Spont oocyte comparisons, respectively. A total of 15 transcripts were identified as DEGs in both Small vs. Large and Small vs. Spont comparisons; 4 transcripts were identified as DEGs in both Small vs. Large and Large vs. Spont comparisons; and 12 transcripts were identified in both Small vs. Spont and Large vs. Spont comparisons. No transcripts appeared as DEGs in all three comparisons of follicle classifications. The KEGG pathway significantly enriched with DEGs, alongside additional noteworthy DEGs, are indicated for each comparison.

**Figure 3:**
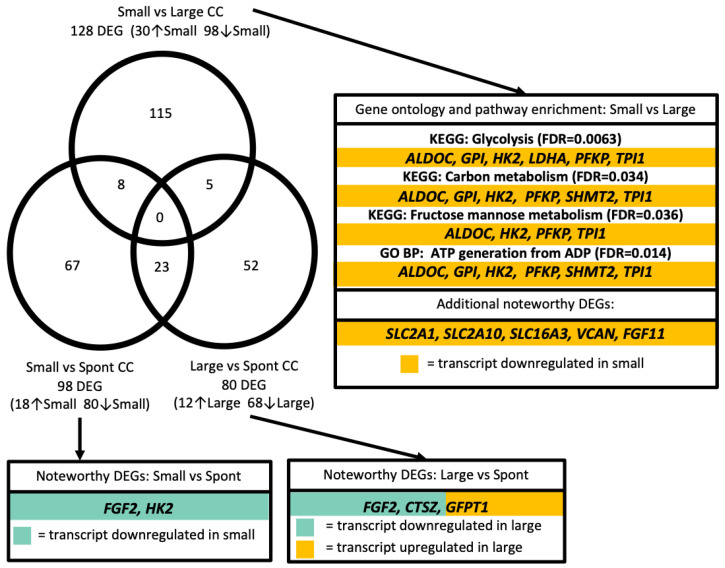
Differential gene transcript abundance among cumulus cell (CC) pools. Venn diagram displaying 128, 98, and 80 differentially abundant gene transcripts (DEGs) in comparisons of Small vs. Large, Small vs. Spontaneous (Spont), and Large vs. Spont CC pools, respectively. A total of 115, 67, and 52 DEGs were identified in only Small vs. Large, Small vs. Spont, or Large vs. Spont CC comparisons, respectively. A total of 8 transcripts were identified as DEGs in both Small vs. Large and Small vs. Spont comparisons; 5 transcripts were identified as DEGs in both Small vs. Large and Large vs. Spont comparisons; and 23 transcripts were identified in both Small vs. Spont and Large vs. Spont comparisons. No transcripts appeared as DEGs in all three comparisons of follicle classifications. Example gene ontology (GO) and KEGG pathways significantly enriched with DEGs, alongside additional noteworthy DEGs, are indicated for each comparison.

**Table 1:** Parameters associated with the collection of oocyte and cumulus cell pools for small, large, or spontaneous follicles.

Parameter	Small Follicle Classification	Large Follicle Classification	Spontaneous Follicle Classification
Follicle size at GnRH2 ^a^	10.4 ^x^ ± 0.1 mm (8.5–11.7 mm)	13.6 ^y^ ± 0.1 mm (12.7–15.3 mm)	12.2 ^z^ ± 0.2 mm (11.7–14.0 mm)
Cow age ^b^	6.5 ± 0.4 years (4–12 years)	6.3 ± 0.4 years (4–9 years)	6.9 ± 0.5 years (4–13 years)
Cow weight ^c^	548 ± 11 kg (454–674 kg)	564 ± 11 kg (452–668 kg)	548 ± 14 kg (468–646 kg)
Cow BCS ^d^	4.8 ± 0.1 (4–5)	4.8 ± 0.1 (4–6)	4.7 ± 0.1 (4–5)
Cow days postpartum ^e^	88 ± 1.7 days (65–96 days)	86 ± 1.7 days (58–98 days)	86 ± 2.0 days (76–95 days)
Time from PGF to GnRH2 ^f^	51 ± 1.5 h (43–56 h)	51 ± 1.5 h (43–56 h)	NA
Time from GnRH2 or estrous onset to follicle aspiration ^g^	23 ± 0.8 h (18–31 h)	22 ± 0.6 h (17–30 h)	21 ± 0.7 h (17–24 h)
Time from follicle aspiration to snap freezing of samples ^h^	22 ± 1.6 min (11–45 min)	24 ± 1.6 min (11–34 min)	25 ± 2.0 min (12–45 min)

^a^ Size of the pre-ovulatory follicle on day 0 at GnRH2 injection (^xyz^ *p* < 0.0001), Mean ± SEM (range); ^b^ Cow age, Mean ± SEM (range); ^c^ Body weight, Mean ± SEM (range); ^d^ Body condition score (BCS), Mean ± SEM (range); ^e^ Days postpartum, Mean ± SEM (range); ^f^ Time from injection of PGF to injection of GnRH2 in cows within the small or large follicle size classifications, Mean ± SEM (range); NA = not applicable; ^g^ Time from injection of GnRH2 to follicle aspiration in cows within the small or large follicle size classifications, Mean ± SEM (range); NA = not applicable; ^h^ Time from follicle aspiration to snap freezing of the oocyte and cumulus cells, Mean ± SEM (range).

## Data Availability

Publicly available datasets were analyzed in this study. This data can be found here: Gene Expression Omnibus database (GSE176344; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176344, accessed on 8 June 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12060893/s1, File S1: R code used for analysis of differential gene transcript expression, Figure S1: Plots relevant for DEG analysis, Table S1: Number of reads generated and aligned to the Bos taurus reference genome UMD 3.1, Table S2: Differentially abundant gene transcripts among oocyte pools, Table S3: Pathways and gene ontologies enriched in the genes that were differentially abundant between small and spontaneous follicle oocyte pools, Table S4: Differentially abundant gene transcripts among cumulus cell pools, Table S5: Pathways and gene ontologies enriched in the genes that were differentially abundant among cumulus cell pools.

How the deposited data were processed for this re-analysis (not part of the article)

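RNA from pools of 4 oocytes and from the CC of 4 complexes, from small (diameter up to 11.7 mm), large (from 12.7 mm) and spontaneous (11.7 to 14 mm) follicles, was sequenced by the authors. They trimmed the reads, aligned them to UMD3.1 with Hisat2, counted them on Ensembl genes with FeatureCounts and divided the counts of each library by its reads on the listed genes. The deposited unit is CPM, in 16 oocyte pools (6 small, 6 large and 4 spontaneous) and 17 CC pools (6, 6 and 5). The columns were matched to pools by their names, and 0 columns were left unmatched. Gene symbols were taken from the deposited tables, and no genome of the authors' build was used here, so no coordinates are given.

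Whole reads were recovered from the CPM of every pool as multiples of the value of 1 read, which held for 100% of the values. The oocyte pools held 7664375 to 17934916 reads on genes and the CC pools 1911600 to 5772431. At these depths 3 reads, the upper limit for a count of 0, are worth at most 0.391 CPM in an oocyte pool and 1.57 CPM in a CC pool.

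Transcripts with at least 5 CPM in at least 4 oocyte pools or 5 CC pools were tested, as in the paper. The main test was limma's moderated test on log2(CPM + 1), with a mean-variance trend, between 2 classifications, two-sided and without covariates. For named transcripts an exact permutation test of the difference in mean CPM, two-sided, was run beside it. The paper tested counts with edgeR and DESeq2. Because the deposited values are CPM, these were run on the recovered reads as alternatives. A nominal p of 0.01 or less was the threshold, with Benjamini-Hochberg adjusted p-values under 0.05 beside it. In the 2 comparisons with small oocyte pools a transcript had to pass with all pools and without small replicate 3. Sets of genes were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. Their p-values were adjusted over 54 tests. Sets with fewer than 5 retained members were not tested.

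There were 13 lists of genes: glycolytic enzymes, pentose phosphate enzymes, mitochondrially encoded proteins, nuclear-encoded oxidative phosphorylation, lysosome, targets of the hypoxia-inducible factor (HIF) outside glycolysis, markers of white blood cells, red blood cells, endothelium, theca, cumulus and granulosa cells and oocytes, and ribosomal proteins. Of these 12 were written before the data were examined and that of ribosomal proteins was added later, outside the adjustment. The HIF list was chosen after reading the paper's lists of differentially expressed transcripts, and the white blood cell list leaves out CD68 and CTSZ. The genes named are those that the paper names in its results, discussion or Figs. 2 and 3 as measured in its own pools, and in each comparison the 2 transcripts with the smallest nominal p.

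Before use the tests were tried on simulated data in which 200 transcripts were changed by known folds. The changed transcripts lay well above the filter on abundance, and their folds were larger than most reported here. Recovery of smaller changes was not tried. Depending on the comparison, limma recovered 96.5 to 100% of the changed transcripts at the nominal threshold, and called 0.947 to 1.24% of transcripts where none had been changed. The alternatives were a pseudocount of 0.1, no filter, a mean of at least 1 CPM, median-of-ratios scaling, CPM recomputed without mitochondrially encoded genes, all 3 classifications in one fit, the replicate number as a block, edgeR's quasi-likelihood and likelihood ratio tests, DESeq2, transcripts passing both an edgeR test and DESeq2, and each pool left out in turn. Added after seeing the data were a fit of both count tests over the 3 classifications and reads thinned to the smallest library (median of 10 draws), and a comparison of oocyte and CC pools matched by number. Each count of transcripts was compared with 100 regroupings of the pools. Calculations used R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and figures Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. The empirical false discovery rate of the paper and its enrichment analyses with GO and DAVID were not repeated. The results of 1 transcript are not reported here.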

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

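The tests of CC RNA in single oocyte pools, of library complexity and of a wider HIF response were chosen after the result was seen, while the test of the group difference in CC RNA was set before.

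Among 138 groups of pools over 46 measures, 14 held a pool far from the others by Dixon's criterion, where chance gives 6.9. Small oocyte replicate 3 accounts for 4 of them. It had 5% of its CPM on mitochondrially encoded genes, 7228 CPM of ND1 and 8040 CPM of COX1, and the fewest reads of its group, 7664375. CC small replicate 3, which holds the CC of the same complexes if the number marks them, likewise had the highest mitochondrially encoded share (44.02%) and the fewest reads (1911600) of the CC pools. A library of low complexity is argued against, since 19 retained transcripts were at 0 in it, fewer than the 43 to 280 in the other oocyte pools. CC RNA carried over, if of the mean CC composition, is argued against as the whole cause. The estimated share of CC RNA in this pool was 4.97% (quartiles over the marker transcripts 2.53 to 7.32%). The excess over the median of the other small pools (1.734%) would need 16.6% at the mean CC share of 21.4%. With the highest mitochondrial share seen in any CC pool (44.02%) it would need 7.72%. CC RNA of that kind is not excluded, because the estimate divides by the mean CPM of the markers over all CC pools. In the CC pool with that share other transcripts had lower CPM (size factor 0.7143), so the estimate would be too low. A biological difference between complexes, or a difference in handling, stays open and was not tested, as the design gives no factor within the small classification.

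The mitochondrially encoded share of large oocyte replicate 6 was 2.677% against a median of 1.203% in the other large pools. Here the values needed for carried over CC RNA were there: its estimated share was 7.67% (quartiles 3.79 to 10%), against 7.3% needed at the mean CC share and 3.44% at the highest. CC RNA may therefore account for this pool, a hypothesis from the same data. The same pool had 29.59 CPM of CBX6, far above the other large pools, for which no explanation was tested.

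The lower mitochondrially encoded share in spontaneous than in small oocyte pools is not explained by CC RNA: the difference in its estimated share, small minus spontaneous, was −0.113 percentage points where 2.7 would be needed. The mean estimated shares were 1.51% in small, 2.05% in large and 1.63% in spontaneous pools.

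The other far values belong to single transcripts. In oocytes these were MRPL48 in spontaneous replicate 3 (0.9861 CPM), ATP6V1D in spontaneous replicate 4 (11.93 CPM) and COX5B in large replicate 3 (8.318 CPM). In CC they were HK2 in large replicate 5 (72.14 CPM), SLC2A1 in small replicate 6 (88.87 CPM), SLC16A3 in large replicate 2 (105 CPM), and GIMAP8 in small replicate 4 (1.518 CPM) and in spontaneous replicate 1 (47.22 CPM). No technical or biological explanation was tested for these, and about 6.9 such groups are what chance gives.

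The paper does not examine HIF targets as a list, although it states that hypoxia can induce MCT4, the product of SLC16A3. Here 31 retained HIF targets outside glycolysis had a median log2 fold change of 0.4833 from small to large CC pools, with 29 higher in large pools (camera adjusted p = 2.03e-09, p = 0.00665 with estimated correlation, fry p = 0.00724). Of these 4 met the nominal threshold and 3 had a p under 0.05 when adjusted over the list alone, a list chosen after reading the paper's tables and so not independent evidence. Only 2 of 100 splits of the pools, the real split included, gave a camera p as small. The shift is of the size seen for glycolytic enzymes, so a wider HIF target response is a candidate explanation for the glycolysis result. It was 0.43 from small to spontaneous and −0.02 from large to spontaneous pools. That the shift differs between CC and oocytes was not shown (difference 0.393 over 27 shared members, permutation p = 0.147, adjusted p = 0.294 over 4 lists), nor for glycolysis (0.204, p = 0.579), oxidative phosphorylation from small to spontaneous (−0.376, p = 0.262) or lysosome from large to spontaneous (0.232, p = 0.105). These permutations treat the cell types as independent. The paper took CC from the same complexes as the oocytes, and with pools of the same number taken as matched, a test chosen after seeing the data, the exact permutation p was 0.128 for HIF targets (adjusted p = 0.256 over 2 lists) and 0.528 for glycolysis. The comparisons with spontaneous pools, 4 in oocytes and 5 in CC, were not tested in this way. Whether oxygen or handling differed between the follicles was not tested.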

How the results depend on the processing

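Among the alternatives, the fit of both count tests over the 3 classifications and the reads thinned to the smallest library were chosen after seeing the data.

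The counts of transcripts in CC from small to spontaneous follicles depended most on the processing. Against 231 (10 higher in small and 221 higher in spontaneous pools), median-of-ratios scaling gave 126 (48 and 78), CPM without mitochondrially encoded genes 120 (53 and 67), edgeR's quasi-likelihood test 128 (55 and 73), that test together with DESeq2 122 (54 and 68), and the added fit of both count tests 98 (18 and 80). The likelihood ratio test gave 202 (90 and 112) and DESeq2 217 (109 and 108). The excess of transcripts higher in spontaneous pools was thus much smaller under the likelihood ratio test and absent under DESeq2. With median-of-ratios scaling 88 transcripts were shared with the 231. Adjusted p-values under 0.05 numbered 3 in the main test, 5 with a mean of at least 1 CPM, 1 with median-of-ratios scaling, 1 without mitochondrially encoded genes, 5 with 3 classifications in a joint fit, 1 with the quasi-likelihood test, 14 with the likelihood ratio test and 17 with DESeq2. CPM without mitochondrially encoded genes differ from the main values only in that share, so it accounts for part of the number. For the other differences listed here and below the cause was not tested.

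In CC from large to spontaneous follicles, 161 became 80 (12 and 68) with the added fit of both count tests. The transcripts with an adjusted p under 0.05, 1 in the main test, became 0 without a filter, with median-of-ratios scaling, with the 3 classifications fitted jointly and with the quasi-likelihood test (687 had an unadjusted p under 0.05 in the main test), 4 with the likelihood ratio test and 9 with DESeq2. From small to large, 79 became 137 (26 and 111) with the joint fit and 128 (30 and 98) with the added fit, and the joint fit, both edgeR tests and DESeq2 each gave 1 transcript with an adjusted p under 0.05.

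In oocytes, DESeq2 gave 114 (61 and 53) in place of 66 from small to large, 122 (71 and 51) in place of 78 from small to spontaneous, and 181 (102 and 79) in place of 95 from large to spontaneous, where the likelihood ratio test gave 146 (74 and 72). An adjusted p under 0.05 was reached by 1 transcript with DESeq2 from small to large and by 1 from large to spontaneous.

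Scaling moved the directions also where the counts stayed within 1.5 times. In place of 12 and 67 in CC from small to large, median-of-ratios scaling gave 26 and 44 and CPM without mitochondrially encoded genes 40 and 27. In place of 20 and 141 from large to spontaneous they gave 54 and 62, and 38 and 83. In oocytes median-of-ratios scaling gave 31 and 40 in place of 21 and 45 from small to large, and 30 and 43 in place of 25 and 53 from small to spontaneous.

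The replicate numbers do not pair the pools, since deviations of pools with the same number correlated between −0.19 and 0.224. The paper took CC from the same complexes as the oocytes, but deviations of oocyte and CC pools with the same number correlated only between −0.0397 and 0.077. With the replicate number as a block, 43 oocyte transcripts (12 and 31) met the threshold from small to spontaneous and 1 had an adjusted p under 0.05, SPRY1 from large to spontaneous CC pools had a log2 fold change of −0.03, and INHA from large to spontaneous oocyte pools met the threshold (log2 fold change 1.75).

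The lists were not tested with the count tests. The glycolysis shift in CC kept its direction and its call under the other pseudocount, both filters, both scalings, the joint fit, the block, an estimated correlation, fry and thinned reads, with medians from 0.38 to 0.51. The nuclear-encoded oxidative phosphorylation list in oocytes (0.42) kept its direction, from 0.31 to 0.49, but lost its call with an estimated correlation (p = 0.126) and under fry (p = 0.107). The lysosome list in CC (0.26) ranged from 0.16 with median-of-ratios scaling to 0.28, and lost its call with an estimated correlation (p = 0.0667). On the log2 scale the mitochondrially encoded share of oocytes differed by −0.94 from small to spontaneous pools with an exact permutation p of 0.00952, against 0.0619 for the difference in percent. A filter of 5 CPM in every pool kept 6130 oocyte transcripts.

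Leaving out each pool in turn gave, for oocytes, 48 to 94 transcripts from small to large, 49 to 133 from small to spontaneous (lowest without spontaneous replicate 3, highest without small replicate 3) and 75 to 144 from large to spontaneous (highest without spontaneous replicate 2), with 0 to 1 under an adjusted p of 0.05 in the last 2 comparisons. In CC it gave 52 to 114 from small to large (without small replicate 5 and small replicate 6, with 0 to 1 adjusted), 144 to 313 from small to spontaneous (without spontaneous replicate 5 and small replicate 6, with 1 to 12 adjusted, highest without small replicate 3) and 91 to 236 from large to spontaneous (without spontaneous replicate 4 and large replicate 2, with 0 to 8 adjusted, highest without large replicate 2). The glycolysis median stayed between 0.39 and 0.57, that of oxidative phosphorylation between 0.31 and 0.55 and that of the lysosome list between 0.21 and 0.33. The difference in mitochondrially encoded share lay between −1.339 and −0.5938 points, with exact permutation p from 0.0159 to 0.238. The filter kept 9939 to 10008 oocyte and 9626 to 9679 CC transcripts.

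Some transcripts without a difference changed sign. FST from small to large oocyte pools was at −0.14, −0.14 and −0.15 with the quasi-likelihood test, the likelihood ratio test and DESeq2, and from large to spontaneous at −0.33 with a pseudocount of 0.1. INHBA from large to spontaneous was at −0.27, −0.27 and −0.26 with the same 3 count tests, and SPRY1 from large to spontaneous CC pools at −0.057, −0.062 and −0.059. With each pool left out in turn, FST ranged from −0.27 to 0.68 from small to large, −0.11 to 1.61 from small to spontaneous and −0.35 to 1.37 from large to spontaneous. INHA ranged from −0.46 to 0.61 from small to large and INHBA from −0.18 to 0.70 from large to spontaneous. In CC from small to large GPC4 ranged from −0.41 to 0.041, IGFBP4 from −0.22 to 0.20 and SPRY1 from −0.14 to 0.57, and SPRY1 from large to spontaneous from −0.032 to 0.67.

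Of 74 single-transcript results, 9 became weaker, 3 stronger and 3 reversed with the quasi-likelihood test; 6, 6 and 3 did so with the likelihood ratio test and with DESeq2; 8 became weaker and 1 stronger with median-of-ratios scaling; and of 71 results 9 and 1 did so without mitochondrially encoded genes. A pseudocount of 0.1 weakened 2 and reversed 1, the joint fit weakened 1 and strengthened 2, and the block weakened 5, strengthened 2 and reversed 1. Over the fits that left out a pool 76 values were weaker, 18 stronger and 24 reversed. An alternative without mitochondrial ribosomal RNA gave no value, as the tables list no such gene.

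CC pools held fewer reads on genes than oocyte pools, so depth bears more on the CC results. With reads thinned to the smallest library, 214.5 transcripts (median of the draws) still met the threshold from small to spontaneous CC pools and the glycolysis median was 0.50, so unequal depth alone does not account for these.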

Differences from the paper's values

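The fit of both count tests over the 3 classifications was found after trying many settings of the count tests against the published p-values, and was thus chosen after seeing the values.

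The paper's number of oocyte transcripts higher in small than in large follicles is 32, against 21 here. Of the alternatives set before the data were examined, no filter (28), a mean of at least 1 CPM (23), median-of-ratios scaling (31), CPM without mitochondrially encoded genes (22), edgeR's quasi-likelihood test (27) and likelihood ratio test (43), each of these together with DESeq2 (27 and 41) and no second analysis (34) came within 1.5 times, whereas a pseudocount of 0.1 (19), the joint fit of 3 classifications (20), the replicate block (16) and DESeq2 alone (61) did not.

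For CC from small to large the paper reports 128 transcripts, against 79 here, and no filter (101), a mean of at least 1 CPM (92), the joint fit (137), the replicate block (96), the likelihood ratio test (101), DESeq2 (112) and both of the last 2 together (96) closed the gap, while a pseudocount of 0.1, both scalings, the quasi-likelihood test and that test together with DESeq2 did not. Of these the paper reports 30 higher in small, against 12 here, and no filter (25), median-of-ratios scaling (26), CPM without mitochondrially encoded genes (40), the joint fit (26), the likelihood ratio test (35), DESeq2 (37) and both together (31) closed the gap, and the others did not.

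For CC from small to spontaneous the paper reports 98, against 231 here. Median-of-ratios scaling (126), CPM without mitochondrially encoded genes (120), the quasi-likelihood test (128) and that test together with DESeq2 (122) closed the gap, and the others did not. The paper's 18 higher in small, against 10 here, was approached with no filter (12) and a mean of at least 1 CPM (12), and not with the others. Its 80 lower in small, against 221 here, was reached within 1.5 times by median-of-ratios scaling (78), CPM without mitochondrially encoded genes (67), the quasi-likelihood test (73), the likelihood ratio test (112), DESeq2 (108) and both edgeR tests together with DESeq2 (68 and 97), and not by the others.

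For CC from large to spontaneous the paper reports 80, against 161 here, and median-of-ratios scaling (116) and the quasi-likelihood test together with DESeq2 (120) closed the gap, while the others did not. Of these the paper reports 12 higher in large, against 20 here, and the joint fit (8) alone closed that gap. It reports 68 lower in large, against 141 here, where median-of-ratios scaling (62), CPM without mitochondrially encoded genes (83), the quasi-likelihood test (67), the likelihood ratio test (93), DESeq2 (92) and both edgeR tests together with DESeq2 (61 and 80) closed the gap, and the others did not.

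The added fit, chosen after seeing the values, gave the paper's p-values and its 69 oocyte transcripts from small to large (32 and 37), 83 from large to spontaneous, and 128, 98 and 80 in CC. From small to spontaneous oocytes it gave 97, against the paper's 94. The 3 further transcripts, NOS3, ELAVL4 and ENDOD1, are in the paper's table. Of the transcripts it called, limma also called 40, 47 and 51 in oocytes and 65, 82 and 62 in CC.

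The paper's fold change of COX11 from large to spontaneous oocyte pools is −3.37 on the log2 scale, against −1.96 here, and a pseudocount of 0.1 (−3.42), both edgeR tests (−3.39) and DESeq2 (−3.40) closed the gap, while the others did not. Some fold change columns of the paper's tables are linear and others match the signed square of the log2 fold change, and these values were compared after conversion to log2.

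In its table of small against spontaneous oocytes the paper gives mean CPM in spontaneous pools of 72.4 for ATP6V0D1, 112.9 for ND1, 27.62 for ND5 and 65.76 for COX1, against 41.64, 1884, 1320 and 1660 here. No alternative set before the data were examined bears on a mean CPM. In that column 74 of 128 values differ from those here, and the column holds the same values in another order.

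The paper's lists share 15 oocyte transcripts between small with large and small with spontaneous, against 8 here, and 12 between the comparisons with spontaneous, against 22 here. In CC they share 8, 5 and 23, against 24, 8 and 49 here. Overlaps were not computed for the alternatives set before the data were examined. The added fit, chosen after seeing the values, gave 15 and 14 in oocytes and 8, 5 and 23 in CC.

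The paper names 9 transcripts as different that did not meet the threshold here, out of 40 pairs of a transcript and a comparison. COX5A met it with all pools but not without small replicate 3 (log2 fold change 0.57 in both, exact permutation p = 0.0108 with all pools), and the paper's table lists it as not kept in that analysis. It also met it with no second analysis, and with all pools under a pseudocount of 0.1, CPM without mitochondrially encoded genes, the joint fit, the replicate block and the added fit, where it was likewise lost in the second analysis. NDUFA8 (exact permutation p = 0.0571) and ALDOC (exact permutation p = 0.026) met it in the added fit, chosen after seeing the values, in some fits without a pool, and in no other alternative. ATP5G2 met it with the likelihood ratio test and DESeq2 (log2 fold changes 1.59 and 1.60), and so did COX11 (−3.39 and −3.40). FGF11 met it with the quasi-likelihood test, the likelihood ratio test and DESeq2 (log2 fold changes 3.15, 3.17 and 3.21), and COQ10A with these (−0.85 in each), the joint fit and both scalings (−0.83 with median-of-ratios and −0.89 without mitochondrially encoded genes). FGF2 from large to spontaneous met it with the joint fit and the 3 count tests (1.21, 1.20 and 1.20), and PSAP with the replicate block (0.80), the likelihood ratio test and DESeq2 (0.76 in each). Fits without a pool also placed ATP5G2, COX11, FGF11, COQ10A, FGF2 and PSAP under it. The added fit, chosen after seeing the values, placed the same 6 under it.

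The paper finds no enzyme of the pentose phosphate pathway different in CC, while H6PD met the nominal threshold here from small to large pools (log2 fold change 1.02, limma adjusted p = 0.999). INHBB and ARHGAP22, which the paper compares, were below the filter here and were compared only by an exact permutation test (smallest p of the 3 comparisons 0.448 for INHBB in oocytes and 0.273 for ARHGAP22 in CC).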

Other observations

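The tests of white blood cells, of INHA and INHBA, of short transcripts and of depth were chosen after the result was seen, and those of regroupings (for lists with the preset correlation) and of mitochondrially encoded reads before.

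How many transcripts pass a nominal p of 0.01 was compared with other splits of the same pools, 100 per comparison with the real split included. In oocytes 38 splits gave as many transcripts from small to large (median of the other splits 61), 17 from small to spontaneous (median 62) and 47 from large to spontaneous (median 93). In CC 34 gave as many from small to large (median 62), 6 from small to spontaneous (median 67) and 3 from large to spontaneous (median 62). For an adjusted p under 0.05 it was 2 from small to spontaneous and 5 from large to spontaneous. Fewer than 5 in 100 splits thus gave as many only for the nominal count in CC from large to spontaneous and the adjusted count in CC from small to spontaneous, and the other counts compared are consistent with the variation between pools alone. For the added fit of both count tests, after reshuffling the classifications, 78, 42 and 90 of 100 sets gave as many transcripts in the 3 oocyte comparisons (real 69, 97 and 83) and 19, 33 and 45 in CC (real 128, 98 and 80), in the order small to large, small to spontaneous and large to spontaneous. On simulated data limma recovered at least 96.5% and DESeq2 at least 95.5% of changed transcripts at these numbers of pools, for the simulated folds, and the added fit was not tried there. Those folds were larger than most reported here, so the recovery of smaller changes is not known.

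Lists of genes were compared with splits in the same way, by how many gave a camera p as small. The paper reports glycolysis, oxidative phosphorylation, mitochondrially encoded transcripts and the lysosome from these same pools. A high rank of the real split is therefore not independent evidence for those lists. Glycolysis stood apart in CC from small to large (1 of 100 splits) and less from small to spontaneous (10 of 100). The mitochondrially encoded list stood apart in oocytes from small to spontaneous (1 of 100) and less from large to spontaneous (8 of 100). Nuclear-encoded oxidative phosphorylation had 9 of 100 from small to spontaneous and 5 of 100 from large to spontaneous, the lysosome list in CC 6 of 100, and the white blood cell markers 37 of 100 from small to large and 33 of 100 from large to spontaneous. Camera with its preset correlation gave a p under 0.05 in 31 to 77 of the other splits for these lists, so its p-values alone say little here. With the correlation estimated, a p as small came from 1 of 100 splits for glycolysis from small to large and from 5 of 100 from small to spontaneous. For the comparisons with spontaneous oocyte pools it came from 1 and 7 of 100 for the mitochondrially encoded list and from 9 and 4 of 100 for oxidative phosphorylation, small pools first. It came from 2 of 100 for the lysosome list, from 35 and 33 of 100 for the white blood cell markers, and from 1 of 100 for HIF targets from small to large CC pools.

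The glycolysis shift in CC from small to large pools was weighed against technical explanations. Depth is argued against, as the median log2 fold change was 0.50 with reads thinned to the smallest library. Mitochondrially encoded reads taking a varying share are argued against as the cause of the shift of the list. With CPM recomputed without them its median went from 0.49 to 0.38, and that of all retained transcripts from 0.0452 to −0.0642. The list thus fell by about as much as all transcripts and stayed above them. White blood cells among CC of small follicles could lower the CPM of all CC transcripts. The marker list moved the way this needs (median log2 fold change −0.37, 10 of 13 lower in large pools, camera p = 0.0014), although not with an estimated correlation (p = 0.206) or under fry (p = 0.379). After that shift had been seen, the level of the markers was taken as the test in its place. To dilute CC transcripts by the 29% that the shift needs, 29% of the RNA of small pools would have to come from white cells if large pools held none, and with the marker shift as seen 64.3% in small and 49.7% in large pools, whereas the median marker was at 9.38 CPM in small pools against 231 CPM for cumulus markers, or 3.91% of their sum, with the most abundant, CD74, at 50 CPM. This argues against white cells as the whole cause, if markers are about as abundant in their own cells. Of the retained markers 6 were also retained in oocytes. A difference in follicle maturity stays open, as does a wider HIF target response, whose list shifted by 0.48. As hypotheses these rest on the same pools.

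In oocytes from small to spontaneous pools the shift of nuclear-encoded oxidative phosphorylation transcripts may not be particular to respiration. Ribosomal protein transcripts, which are also short and abundant, shifted by a median of 0.45, with 81 of 83 higher in spontaneous pools (camera p = 2.38e-15, p = 0.142 with estimated correlation, fry p = 0.178), and 21 of 100 splits gave a p as small (18 of 100 with the correlation estimated). Short abundant transcripts may have been recovered differently, but transcript length was not measured here. A biological change in both groups of transcripts was not tested against this. Whether abundance alone could account for the shift was not settled, as no nuclear transcripts matched for abundance were compared. The 13 mitochondrially encoded transcripts, at a median of 961 CPM, were all lower in spontaneous pools (median log2 fold change −0.94). They come from another genome and do not decide this. From large to spontaneous 76 of 83 ribosomal protein transcripts were higher, with a median of 0.35. In CC the medians of ribosomal proteins were −0.01, −0.01 and −0.0032.

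The many CC transcripts higher in spontaneous than in small pools were weighed against depth, which is argued against by 214.5 transcripts after thinning, and against the share of mitochondrially encoded reads. Without these 120 transcripts met the threshold in place of 231, so the larger share in small pools may account for much of that number.

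The lysosome shift in CC from large to spontaneous pools cannot be told apart from white blood cells by these values. Their markers were higher in spontaneous pools (median log2 fold change 0.73, 12 of 13 members, camera p = 0.0123), but not with an estimated correlation (p = 0.347) or under fry (p = 0.205), and CD68 and other lysosomal transcripts are expressed by both kinds of cell. From small to spontaneous CC pools the markers shifted by 0.17, as did all retained transcripts (0.16), whereas the lysosome list had a median of 0.32 with 62 of 69 higher (camera adjusted p = 0.00527). That second shift did not hold with an estimated correlation (p = 0.339) or under fry (p = 0.0729) and was not compared with other splits, so it leaves the comparison with large pools open. The median marker was at 8.81 CPM in large and 10.1 CPM in spontaneous CC pools. This low level argues against a large share of white cells, but how much lysosomal RNA a small share would bring was not measured, which keeps the explanation open. In oocytes the markers shifted by −0.04, 0.17 and 0.29, where 6 were retained.

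INHA and INHBA in oocyte pools may reflect CC RNA carried over with the oocytes, as both rose with its estimated share over the 16 pools (larger permutation p of the 2 relations 0.00016, r = 0.883 and 0.816). This does not exclude expression in the oocyte itself.

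The remaining lists are given as values. From small to large, small to spontaneous and large to spontaneous, cumulus and granulosa markers in CC had medians of 0.05, 0.55 and 0.50 (16 members, camera adjusted p = 0.727, 0.0258 and 0.0735) and in oocytes 0.18, 0.32 and 0.02 (12 members), theca markers in CC 0.11, 0.18 and 0.0080 (6 members, camera adjusted p = 0.858, 0.858 and 0.727), and oocyte markers in oocytes −0.0037, 0.11 and 0.07 (18 members, camera adjusted p = 0.727, 0.727 and 0.464). Mitochondrially encoded transcripts had medians of −0.41 from small to large oocyte pools, where 0 met the nominal threshold, and −0.53 from large to spontaneous oocyte pools. In the latter all 13 were lower in spontaneous pools, 5 met the threshold and 10 had a p under 0.05 when adjusted over the list alone. There the camera adjusted p was 1.61e-14, with p = 0.0252 under an estimated correlation and 0.079 under fry. In CC the medians were −0.31, −0.53 and −0.24, where 0 met the nominal threshold and 0, 3 and 0 had an unadjusted p under 0.05. Glycolytic enzymes had −0.04 from large to spontaneous CC pools (camera adjusted p = 0.38). Too few markers of red blood cells and of endothelium were retained to be tested.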
